# Vitamin C epigenetically controls osteogenesis and bone mineralization

**DOI:** 10.1038/s41467-022-32915-8

**Published:** 2022-10-06

**Authors:** Roman Thaler, Farzaneh Khani, Ines Sturmlechner, Sharareh S. Dehghani, Janet M. Denbeigh, Xianhu Zhou, Oksana Pichurin, Amel Dudakovic, Sofia S. Jerez, Jian Zhong, Jeong-Heon Lee, Ramesh Natarajan, Ivo Kalajzic, Yong-hui Jiang, David R. Deyle, Eleftherios P. Paschalis, Barbara M. Misof, Tamas Ordog, Andre J. van Wijnen

**Keywords:** DNA methylation, Mesenchymal stem cells, Malnutrition

## Abstract

Vitamin C deficiency disrupts the integrity of connective tissues including bone. For decades this function has been primarily attributed to Vitamin C as a cofactor for collagen maturation. Here, we demonstrate that Vitamin C epigenetically orchestrates osteogenic differentiation and function by modulating chromatin accessibility and priming transcriptional activity. Vitamin C regulates histone demethylation (H3K9me3 and H3K27me3) and promotes TET-mediated 5hmC DNA hydroxymethylation at promoters, enhancers and super-enhancers near bone-specific genes. This epigenetic circuit licenses osteoblastogenesis by permitting the expression of all major pro-osteogenic genes. Osteogenic cell differentiation is strictly and continuously dependent on Vitamin C, whereas Vitamin C is dispensable for adipogenesis. Importantly, deletion of 5hmC-writers, *Tet1* and *Tet2*, in Vitamin C-sufficient murine bone causes severe skeletal defects which mimic bone phenotypes of Vitamin C-insufficient *Gulo* knockout mice, a model of Vitamin C deficiency and scurvy. Thus, Vitamin C’s epigenetic functions are central to osteoblastogenesis and bone formation and may be leveraged to prevent common bone-degenerating conditions.

## Abstract (web summary)

For decades vitamin C’s primary function in bone has been attributed to its involvement in collagen synthesis. Here, the authors uncover that vitamin C’s central role in bone is to globally orchestrate osteogenesis via epigenetic mechanisms.

## Introduction

Bone fractures due to low bone mass are a serious health concern and pose a significant burden on health care systems. In the United States, almost half (43.1%) of all adults aged 50+ years suffered from low bone mass at the femur neck, lumbar spine or both in 2017–2018^1^. This translates to an estimated 10.2 million people aged 50 and over that were affected by the bone degenerative disease osteoporosis and ∼43.3 million additional people with low bone density (osteopenia) in 2010^2,3^. These individuals are at risk for bone fractures^2^. While this interconnection of low bone mass and successive fracture risks has been well-established, the prevalence of osteopenia and osteoporosis in 50+ year-olds did not improve since 2007/2008 in the United States^1^. Comprehensively understanding bone homeostasis and its deterioration on a physiological and molecular-mechanistic level will be critical to help sustain bone health and counteract bone-debilitating conditions.

One vital component for maintaining bone health is a sustained and adequate dietary intake of micronutrients including vitamins A, C, and D3 (retinoic acid, ascorbate/L-hexuronic acid, and 1α,25-dihydroxycholecalciferol, respectively)^4–8^. Vitamin C (VitC) is produced from glucose via the enzyme L-gulono-lactone oxidase (GULO) in mice and other mammals. However, the human *GULOP* gene is non-functional and human health depends on dietary VitC supply. Severe VitC deficiency leads to scurvy, a serious disease characterized by critical deterioration of connective tissues accompanied by dermal, vascular and skeletal symptoms including tooth loss, skeletal fragility and bone fractures^9–12^. Although scurvy is at present considered a relatively rare nutritional disorder, clinically confirmed cases continue to be reported globally including in Western countries^13–17^. Further, VitC deficiency remains clinically relevant in many diverse, global settings including pediatric health care^18,19^, in individuals who are institutionalized (e.g., boarding school children, elderly people, priests or prisoners)^17,20–23^, exposed to environmental pollution or tobacco smoke^24–28^, or are part of socio-economic groups with unbalanced food diets^21,29,30^. Of note, patients with increased bone fracture risk suffer from VitC deficiency^5,6^. In turn, lower VitC intake correlates with increased risk for hip and osteoporotic fractures. Also, higher dietary VitC uptake positively correlates with bone mineral density (BMD) and reduced fracture risk^5–7,12,31^. Importantly, post-menopausal women on estrogen replacement therapy who received VitC supplementation had augmented BMD compared to estrogen only recepients^32^, suggesting that VitC elicits pro-osteogenic functions that are distinct from the actions of estrogen during bone loss conditions.

Biochemically, VitC is critical for the generation and homeostasis of collagen-containing connective and mineralizing tissues (e.g., bone and teeth), as it is an essential co-factor for prolyl hydroxylating enzymes that support maturation of the collagen triple helix^33^. However, more recently it has been demonstrated that VitC can stimulate the enzymatic function of other ferrous iron- and α-ketoglutarate (αKG)-dependent dioxygenase (αKGDDs) family members including histone H3 lysine 9 (H3K9) and lysine 27 (H3K27) demethylases, as well as cytosine dioxygenases^34–36^. These epigenetic hydroxylases demethylate transcriptionally repressive H3K9me3, H3K27me3 marks or convert 5-methyl-cytosine (5mC) to 5-hydroxy-methyl-cytosine (5hmC) residues. These processes generally support chromatin opening and activation of gene expression as has been demonstrated in embryonic stem cells and other cell types^34–38^. Recent studies have demonstrated that the genomic 5hmC landscape shows tissue-specific patterns^39,40^ and that 5hmC is required for the differentiation of multiple cell types including the neuronal lineage^41^, the myeloid lineage^42^, intestinal lineage^43^ and others. For many decades, the requirement for collagen fiber assembly has been considered the main role of VitC in bone tissue, yet its recently emerging epigenetic actions raise the critical question whether VitC supports osteogenesis epigenetically beyond collagen maturation.

Here, we show that VitC epigenetically orchestrates bone formation and osteogenic differentiation by establishing a transcriptionally permissive state that selectively allows for the expression of all major bone genes. We find that VitC stimulates the activity of DNA-cytosine dioxygenases of the TET family, as well as H3K9me3 and H3K27me3 demethylases including KDM4 and KDM6 family members. The resulting epigenetic landscape consists of the activating 5hmC modification and de-repressed H3K9/H3K27 histone marks. These signatures are located at proximal and distal regions (e.g., super enhancer-like elements) near a broad spectrum of bone-selective genes, including osteogenic transcription factors, collagens, collagen-crosslinking enzymes and non-collagenous extracellular matrix (ECM) proteins that support mineralization. Bone cells during all stages of osteogenic differentiation require VitC, while it is dispensable for adipogenesis. Our study shows that VitC is an essential nutrient with epigenetic functions that precede collagen deposition and maturation and that comprehensively orchestrate osteogenic differentiation. We provide deep mechanistic insights into how VitC sustains bone health and prevents loss of bone mass.

## Results

### VitC deficiency robustly alters the transcriptional profile of bone

We examined the potential epigenetic implications of VitC in bone using a VitC-dependent mouse model, *Gulo* knockout mice. Similar to humans, these mice can no longer synthesize VitC and depend on exogenous administration of VitC through their diet^44^. *Gulo*^−/−^ mice were allowed to mature normally in the presence of VitC until 15 weeks of age, at which stage VitC was withdrawn for 5 more weeks. These VitC-deficient mice exhibit severe defects in bone structure and mechanical strength compared to VitC-supplemented *Gulo* knockout mice or VitC-sufficient wild type mice (Supplementary Fig. 1a–e). 

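RNA-seq was performed on femoral bone of 20 week old mice, with 3 libraries each from wild type mice (WT), Gulo knockout mice kept on VitC (VitC+) and Gulo knockout mice without VitC for the last 5 weeks (VitC+/-). The authors aligned the reads to the mm10 genome with STAR, and the values used here are RPKM per gene and library. Counts of reads were not used here. Multiplied by the transcript length, 91.3 to 93.4% of the low RPKM values of a library lie close to whole multiples of a single amount, from which the number of reads was computed. In units of 1e6 reads, it was 7.60, 35.4 and 39.6 in the WT libraries, 34.3, 37.6 and 45.0 in the VitC+ libraries and 35.0, 31.2 and 47.6 in the VitC+/- libraries. RPKM values were divided by a median-of-ratios factor per library, which lay between 0.746 and 1.11, and log2 values were taken after adding 0.5. The 12571 genes with an RPKM of at least 1 in at least 3 libraries were tested with limma (eBayes with trend) over all 9 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gulo, the gene inactivated in the knockout mice, lies on chromosome 14 from 65986787 to 66009210 and was below this filter. Its RPKM was 0.522, 0.486 and 0 in the libraries labelled WT, 0.180, 0.0352 and 0.0294 in those labelled VitC+ and 0.0126, 0.0141 and 0.0186 in those labelled VitC+/-. The library labelled WT replicate 3 thus had no Gulo signal, and the library labelled VitC+ replicate 1 had more than the other knockout libraries. Libraries are grouped by their labels throughout.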

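Between the libraries labelled VitC+/- and VitC+, 1692 genes were past the threshold, of which 1001 were lower and 691 higher in VitC+/-. Among those with groups that do not overlap and a mean of at least 10 RPKM in the higher group, Bglap, Bglap2 and Cpz fell most. Bglap2, on chromosome 3 from 88377736 to 88378699, had a scaled RPKM of 323 ± 208 (SD, n = 3) in VitC+ and 2.50 ± 0.928 (SD, n = 3) in VitC+/-, a log2 fold change of -6.62 (standard error 0.55, limma adjusted p = 0.000415). Cpz, on chromosome 5 from 35502218 to 35525626, had 25.1 ± 9.72 (SD, n = 3) and 0.349 ± 0.255 (SD, n = 3), a log2 fold change of -4.87 (standard error 0.41, limma adjusted p = 0.000425). The largest rises were in Cdsn, on chromosome 17 from 35552128 to 35557180, from 0.146 ± 0.0691 (SD, n = 3) to 25.0 ± 28.7 (SD, n = 3) with a log2 fold change of 4.32 (standard error 0.91, limma adjusted p = 0.0183), in Mir144, on chromosome 11 from 78073005 to 78073070, from 0.920 ± 1.12 (SD, n = 3) to 17.0 ± 6.32 (SD, n = 3) with 3.87 (standard error 0.66, limma adjusted p = 0.00830), and in Serpina3n, on chromosome 12 from 104406708 to 104414329, from 0.522 ± 0.604 (SD, n = 3) to 18.0 ± 16.0 (SD, n = 3) with 3.85 (standard error 0.70, limma adjusted p = 0.0108). These 6 genes were chosen by the size of their change in the same data. Cdsn was not tested without a VitC+/- library, and did not pass without VitC+ replicate 1, 2 or 3, with a limma adjusted p of 0.0559, 0.0658 and 0.0571. Against the libraries labelled WT, 1978 genes were lower and 1923 higher in VitC+/-. Both comparisons use the same VitC+/- libraries. They had 1339 genes past the threshold in common, of which 1338 changed in the same direction. Across all genes, which are not independent replicates, their log2 fold changes had a Pearson r of 0.78, and simulated data without any change gave 0.50. Between the libraries labelled WT and VitC+, 0 genes passed the threshold and 2714 had an unadjusted p-value under 0.05. Leaving out 1 library moved the number of genes that differed between VitC+/- and VitC+ most, to 489 without VitC+/- replicate 1. Without WT replicate 1, the library with the fewest reads, 665 genes differed between WT and VitC+. In a principal component analysis, the first component held 44.7% of the variance and placed the VitC+/- libraries between 37.1 and 61.2 and the other 6 between -43.6 and -2.17. The second component held 23.4%.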

Molecular phenotyping of femoral bone tissues using next-generation RNA-sequencing (RNA-seq) combined with principal component analysis (PCA) and hierarchical clustering revealed that VitC deficiency also broadly alters gene expression (Fig. 1a–d). 

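In the source data of the paper, 59 genes are named as selective for bone, and 58 of them were tested. In VitC+/- compared to VitC+ femurs, 45 were lower and 13 higher, with a median log2 fold change of -1.06 (quartiles -2.16 and -0.23), against 0.01 for all genes. Over all genes tested, 23 were past the threshold as lower and 2 as higher, and adjusted over the list alone 33 were lower and 2 higher. Leaving out 1 library at a time gave medians between -1.21 and -0.88. Bglap, on chromosome 3 from 88383495 to 88384464, had a scaled RPKM of 2075 ± 1364 (SD, n = 3) in VitC+ and 9.31 ± 1.59 (SD, n = 3) in VitC+/-, a log2 fold change of -7.54 (standard error 0.71, limma adjusted p = 0.000724). Dkk1, on chromosome 19 from 30545885 to 30549496, fell from 7.80 ± 0.783 (SD, n = 3) to 1.45 ± 0.656 (SD, n = 3), a log2 fold change of -2.14 (standard error 0.41, limma adjusted p = 0.0126). Dmp1, on chromosome 5 from 104202617 to 104214102, fell from 79.9 ± 14.6 (SD, n = 3) to 32.3 ± 5.27 (SD, n = 3), a log2 fold change of -1.29 (standard error 0.28, limma adjusted p = 0.0188). For each of these 3 genes, which the paper chose on the same data, the VitC+/- and VitC+ libraries do not overlap, which in either direction chance gives for 10% of genes without a choice. When 1 library was left out, Bglap stayed past the threshold in every fit, whereas Dkk1 had a limma adjusted p of 0.0538 without VitC+ replicate 2 and Dmp1 of 0.0719 in the same fit. Spp1 rose, with a log2 fold change of 1.26 (standard error 0.28, limma adjusted p = 0.0207), and Col1a1, at -2.34 (standard error 0.78, limma adjusted p = 0.0755), did not pass the threshold. Against the libraries labelled WT, 29 of the 58 genes were lower and 29 higher in VitC+/-, with a median of 0.01. Of these, 6 were past the threshold over all genes tested as lower and 12 as higher, the same numbers as adjusted over the list alone. In the libraries labelled WT, 57 of the genes were lower than in those labelled VitC+, with a median of -1.52. Here 0 passed the threshold over all genes tested, 50 had an unadjusted p-value under 0.05 and 48 passed when adjusted over the list alone. This comparison rests on the labels of WT replicate 3 and VitC+ replicate 1, which their Gulo values put in doubt.

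**Figure D1:**
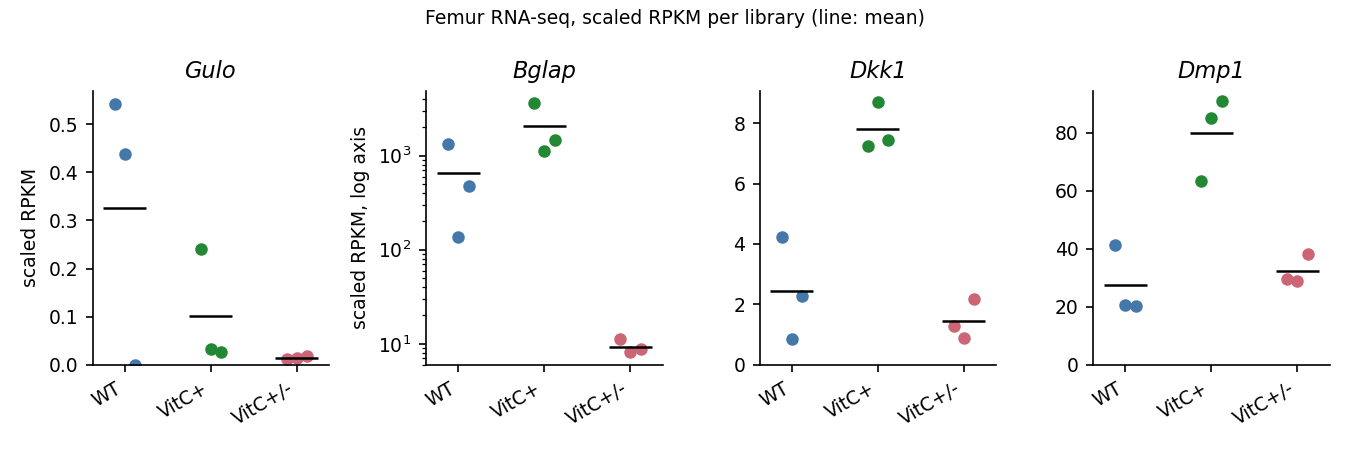
Scaled RPKM (vertical axes) of Gulo, Bglap, Dkk1 and Dmp1 in the 9 femur libraries by label, with 1 point per library. Bglap has a mean of 9.31 in VitC+/- and 2075 in VitC+.

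**Figure D2:**
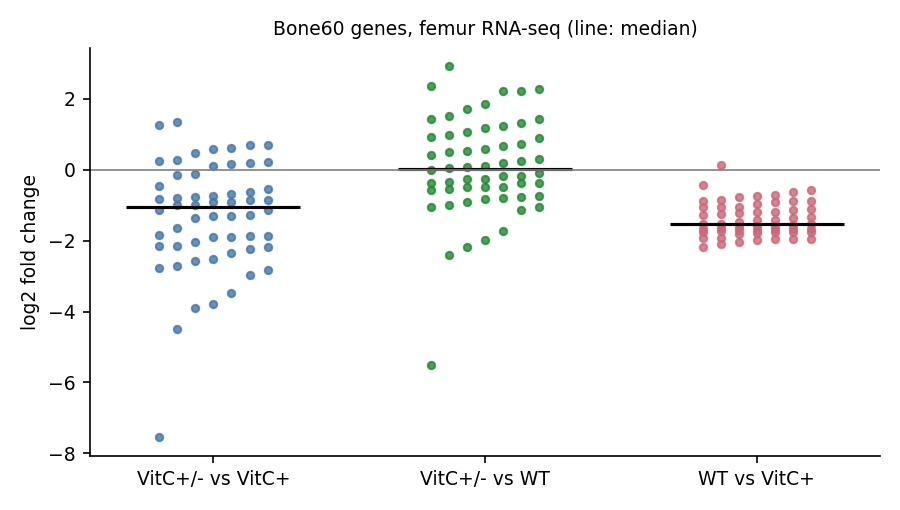
Log2 fold changes of the bone-selective genes in the comparisons of the femur libraries, grouped by label. The medians are -1.06 for VitC+/- against VitC+, 0.01 for VitC+/- against WT and -1.52 for WT against VitC+.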

Bone- and fat tissue-selective genes (Bone60 and Fat76 gene-sets) that we identified via the analysis of 47 human and 59 mouse RNA-seq datasets covering a broad range of tissues (Supplementary Fig. 1f) show strong down-regulation of many bone-selective genes including *Bglap*, *Dkk1* and *Dmp1* upon VitC withdrawal (Fig. 1e–h). Conversely, fat tissue-selective genes remain unchanged or increased their expression (Supplementary Fig. 2). These data demonstrate that VitC insufficiency comprehensively alters the bone transcriptional program and that VitC may affect bone beyond collagen deposition and maturation.

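The Fat76 genes were not used here. In their place stands a list of 22 adipocyte genes, none of them in Bone60, which was written after the source data of the paper had been read. Of these, 18 passed the filter. In VitC+/- compared to VitC+ femurs, 16 were higher and 2 lower, with a median log2 fold change of 1.01 (camera adjusted p = 0.000977 from limma, with a preset correlation between genes of 0.01). Under fry, which uses the correlation in the data, the adjusted p-value of this list was 0.170 (limma). Its rise rests on 1 library. The median RPKM of the adipocyte genes was 30.5 in VitC+/- replicate 2 and between 2.40 and 5.56 in the other 8 libraries, and without VitC+/- replicate 2 the median log2 fold change was 0.36. Scd1 had an RPKM of 752 in this library and of 33.6 and 60.7 in the other VitC+/- libraries. Among the other lists of marker genes, the median log2 fold change was -1.98 for B-cell precursor, -1.90 for chondrocyte, -1.87 for osteoblast, -1.54 for interferon response, -0.97 for neutrophil and -0.91 for megakaryocyte genes, all lower under camera, and 0.41 for erythroid, 0.69 for osteoclast and 0.48 for VitC-dependent dioxygenase genes, all higher. The skeletal muscle list (-1.32) and fibroblast list (-0.91) did not pass. Under fry, the osteoblast, B-cell precursor, osteoclast, chondrocyte, interferon response and VitC-dependent dioxygenase lists still passed. Against the libraries labelled WT, the lists that passed under camera had medians of 1.76 for adipocyte, -2.06 for B-cell precursor, -1.93 for neutrophil, 0.69 for erythroid, 2.10 for osteoclast and -1.69 for interferon response genes, and of these all but the adipocyte list passed under fry. Those that did not pass had -0.06 for osteoblast, -1.44 for skeletal muscle, -0.63 for megakaryocyte, -0.01 for chondrocyte, 0.10 for fibroblast and 0.34 for VitC-dependent dioxygenase genes. From the changes in bone and fat tissue genes, the paper concludes that a lack of VitC alters the transcriptional program of bone, and proposes that VitC acts on bone beyond collagen.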

**Fig. 1:**
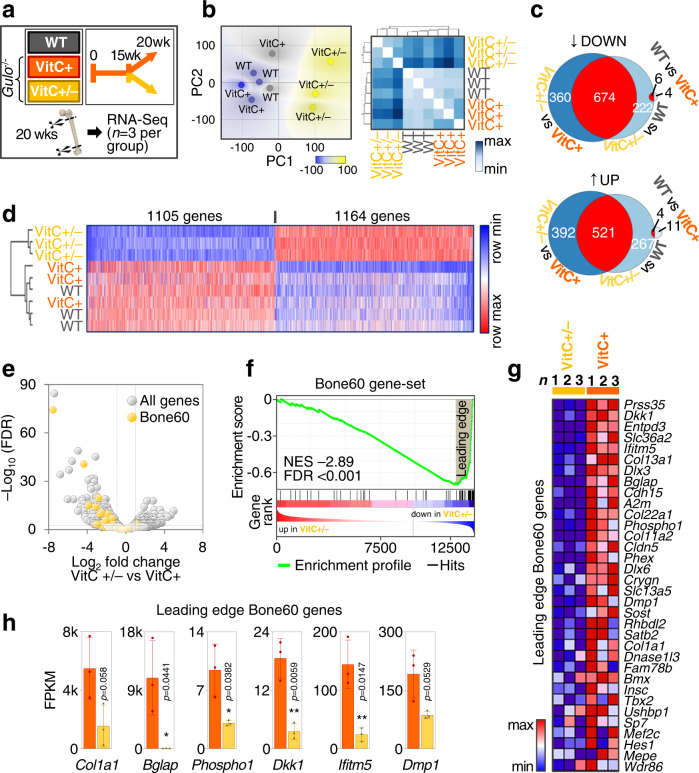
Vitamin C deficiency causes vast transcriptional changes in bone. **a** Experimental setup; wk, week. **b** RNA-seq analysis of femoral bone using principal component analysis and hierarchical clustering. **c** Venn diagrams depicting differentially expressed genes (*p*-adj < 0.05). **d** Gene expression heatmap displaying differentially expressed genes between VitC-positive and VitC-negative mice (*p*-adj < 0.05). **e–h** Volcano plot and GSEA analysis of the Bone60 gene-set in VitC ± versus VitC+ RNA-seq data, NES normalized enrichment score, FDR false discovery rate. **g** Heatmap and **h** gene expression bar charts depict leading-edge genes. Bar graphs represent mean ± SD. *p < 0.05; **p < 0.01; FDR adjusted Wald test (**e**), FDR-adjusted two-tailed, unpaired *t* tests; *N* = 3 per group from biologically independent animals (**h**). Source data are provided as a Source Data File.

### VitC-controlled epigenetic programs orchestrate osteogenic gene expression

To test if the bone-related transcriptional modulations are due to VitC-dependent epigenetic adaptations, we assessed levels of two main chromatin accessibility gatekeepers, H3K9me3 and H3K27me3, as well as levels of the transcriptional activation mark 5hmC on DNA, all of which are modulated by VitC-dependent enzymes^34,45,46^. The five week long VitC depletion leads to increased H3K9me3 and H3K27me3 marks in bone when compared to VitC supplemented *Gulo*^−/−^ mice (Fig. 2a, b). This effect is also apparent in soft tissues such as liver and heart. At the DNA level, bone of VitC-deficient mice exhibits the most prominent reduction of 5hmC indicating that DNA hydroxymethylation is particularly sensitive to VitC supplementation in this tissue (Fig. 2c–e). Indeed, in VitC-exposed femoral bone, 5hmC-DNA immunoprecipitation-sequencing (hMeDIP-seq) shows that cis-regulatory regions of bone-selective genes are enriched in 5hmC as demonstrated by increased peak numbers and 5hmC signal intensity (Fig. 3a, b). Conversely, VitC deprivation strongly decreases 5hmC signal near these genes. 

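For hMeDIP-seq, DNA fragments carrying 5hmC were immunoprecipitated from femurs of 3 VitC+ and 3 VitC+/- mice and sequenced. The authors mapped the reads to mm10 with BWA and called peaks with MACS2 on pooled replicates. Each group therefore has 1 list of peaks with their fold enrichment and no replicate error. The VitC+ list held 371568 peaks over 175 Mb with a median fold enrichment of 4.30, and the VitC+/- list 399599 peaks over 175 Mb with a median of 4.38. The background of fragments that these values imply was 5.34 in VitC+ and 5.33 in VitC+/-. Of the VitC+/- peaks, 73.7% overlapped a VitC+ peak, and 77.8% of the VitC+ peaks overlapped a VitC+/- peak. Peaks were assigned to a gene when their midpoint lay within 30 kb of its transcription start site (RefSeq, GRCm38), and 1 was added to each number before ratios were taken. The 57 Bone60 genes on the chromosomes of the lists had on average 14.1 VitC+ peaks, and all 20021 genes had 8.80. These peaks covered on average 7676 bp near Bone60 genes and 4127 bp near all genes.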

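In VitC+/- femurs, the mean number of peaks was 11.5 near the Bone60 genes and 8.69 near all genes. Of the Bone60 genes, 37 had fewer peaks than in VitC+, 9 had more and 11 had the same number, with a median log2 ratio of -0.26. Among 10000 random lists of genes with similar numbers of peaks, 0.0250% had a lower median, with ties split evenly between lower and higher. The typical median of these lists was -0.08. By covered length, 50 of the genes were lower, 6 higher and 1 equal, with a median log2 ratio of -0.37. Within 10 kb of the transcription start site, 28 genes were lower and 11 higher, and the median log2 ratio was 0. The typical median of the random lists was 0 there too, so these tied medians cannot show whether there is a difference. The mean number of peaks within 10 kb of Bone60 genes was 4.68 in VitC+ and 3.74 in VitC+/-, against 3.13 and 3.05 for all genes. Bglap had 9 peaks over 2960 bp in VitC+/- and 15 peaks over 6655 bp in VitC+. Col1a1 had 4 peaks over 1377 bp in VitC+/- and 9 peaks over 3701 bp in VitC+.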

VitC-dependent 5hmC loss significantly correlates with dramatically reduced gene expression of bone-selective genes (Fig. 3c). 

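Across 56 Bone60 genes with values in both assays, the log2 ratio of the number of 5hmC peaks and the log2 fold change of expression between VitC+/- and VitC+ femurs had a Pearson r of 0.26 and a Spearman rho of 0.26. This correlation is across genes, which are not independent replicates, and no p-value is given. With covered length in place of the number of peaks, r was 0.43. Across all 10502 genes with values in both assays, r was -0.04. Of the Bone60 genes, 30 had both fewer peaks and lower expression.

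**Figure D3:**
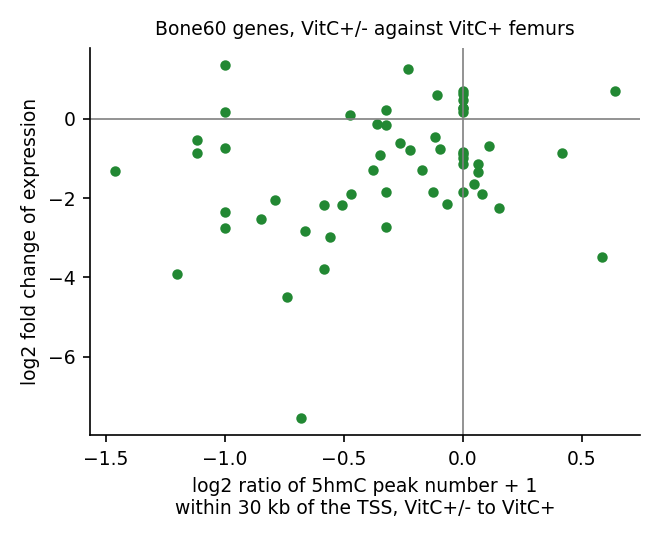
Log2 ratio of 5hmC peak numbers within 30 kb of the transcription start site and log2 fold change of expression for Bone60 genes, VitC+/- against VitC+ femurs, with 1 point per gene. The Pearson r over 56 genes is 0.26.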

Consistent with previous studies, 5hmC is often enriched within genes and at distal enhancers^47^, which may include super-enhancers (SE) that were previously recognized as key epigenetic hubs to determine cell identity and properties^48^. To test whether VitC-dependent 5hmC may form SE-like clusters, we performed SE analyses on our hMeDIP-seq data. Strikingly, almost half of the Bone60 genes have a VitC-dependent 5hmC SE-like cluster in their vicinity (Fig. 3d) and VitC withdrawal reduces 5hmC SE signal in the majority of these SEs (Fig. 3e, f). These data indicate that the robust VitC-dependent transcriptional changes in bone are orchestrated by epigenetic programs that act on different genomic regulatory elements to drive the osteogenic program.

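Peaks of the VitC+ femurs within 12.5 kb of each other were stitched and ranked by the sum of fold enrichment times length, since peak lists hold no read signal. This gave 47649 clusters, of which 1747 (3.67%) lay above the point of slope 1 of the scaled ranked curve. Within 50 kb of such a cluster lay 28 of the 57 Bone60 genes (49.1%), compared to 22.9% of all genes and 24.9% in random lists matched on gene length, whose 97.5th percentile was 35.1%. These genes lay near 24 clusters. All 24 covered less in VitC+/-, with a median log2 ratio of -0.41, and of all 1747 clusters 1627 covered less, with a median of -0.31. Clusters chosen in the VitC+/- list, an alternative added after the values were seen, covered more in VitC+ with a median log2 ratio of 0.19. The cluster near Runx2 ranked 12 and covered 190563 bp in VitC+ and 141619 bp in VitC+/-. From the 5hmC signal near bone-selective genes and in these clusters, the paper concludes that epigenetic programs direct the VitC-dependent transcriptional changes in bone.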

**Fig. 2:**
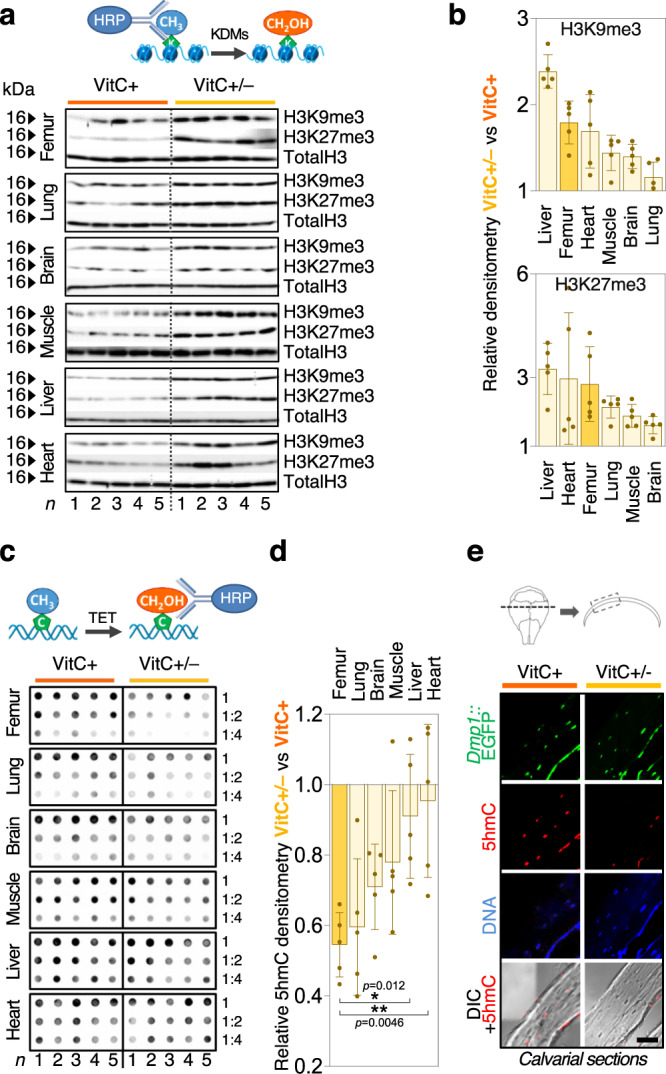
Histone and DNA demethylation signatures in bone are highly sensitive to Vitamin C. **a** H3K9me3 and H3K27me3 western blots in indicated tissues from 20 week old *Gulo*^–/–^ mice supplemented with VitC (VitC+) or without VitC from WK 15 to WK 20 (VitC ±). **b** Relative western blot quantitation to (**a**) shown as fold change to VitC+. **c** 5hmC dot blot in indicated tissues from same experimental setup as in **a** and relative quantitation (**d**). **e** Immunofluorescence of 5hmC in calvarial sections; *Gulo*^−/−^ mice were crossed with transgenic *Dmp1*-EGFP_Topaz_ mice to visualize osteocytes; DIC, differential interference contrast, scale bar represents 50 µm. Bar graph represent mean ± SD; *p < 0.05; **p < 0.01; one-way ANOVA with Dunnett’s multiple comparison tests (**d**); *N* = 5 per tissue and group from biologically independent animals (**b**, **d**). Source data are provided as a Source Data File.

**Fig. 3:**
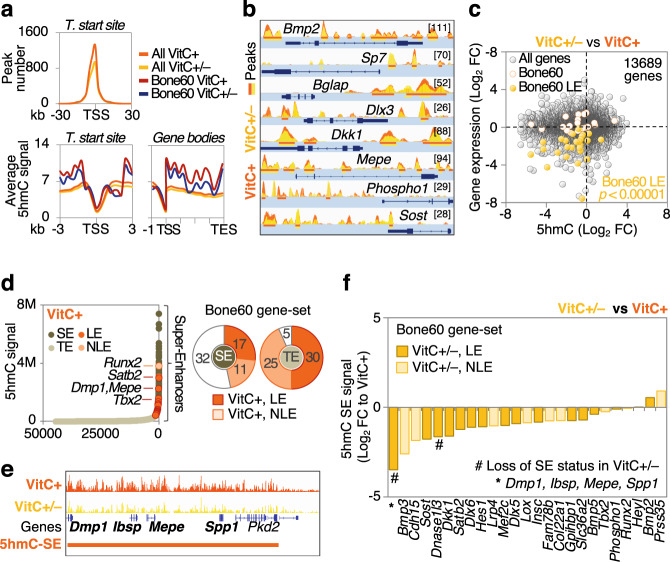
Vitamin C-sensitive DNA hydroxymethylation levels distal and proximal to bone-specific genes correlate with their expression. **a** hMeDIP-seq analysis of femoral bone showing average 5hmC peak number around transcriptional start sites (TSS), average 5hmC signal around TSS or in gene bodies for all genes or for the Bone60 gene-set; TES, transcriptional end site. **b** Overlaid 5hmC peak occupancy comparing VitC+ and VitC ± groups near Bone60 genes in femurs; [value]=max peak scale. **c** Correlation between gene expression and 5hmC occupancy (TSS + /−30 kb) in VitC +/− vs VitC+ femurs. LE, leading edge as per GSEA, FC, fold change. **d** Super-enhancer (SE) based clustering of 5hmC peaks with *Runx2* as the highest ranking Bone60 gene and number of Bone60 genes associated with 5hmC-SE and 5hmC-TE as well as example of a 5hmC-SE (**e**); TE, typical enhancers; NLE, non-leading edge. **f** Ranked decrease in 5hmC signal at 5hmC-SE after VitC withdrawal. Two-sided Fishers exact test (**c**). Source data are provided as a Source Data File.

### VitC is required throughout osteogenic differentiation but is dispensable for adipogenic differentiation of mouse and human progenitors

To probe for the underlying phenotypic VitC-dependent mechanisms, we assessed osteogenic lineage commitment of primary bone marrow stromal cells (BMSCs) extracted from *Gulo*^−/−^ mice. BMSCs from VitC-depleted *Gulo*^−/−^ mice contain fewer but larger colony forming units compared to BMSCs from VitC-supplemented *Gulo*^−/−^ mice (Fig. 4a). Furthermore, BMSCs lacking VitC in vitro are incapable of ECM deposition and mineralization despite the presence of β-glycerophosphate as external phosphate source to promote mineral deposition (Fig. 4b, c). In contrast, VitC administration to BMSCs from previously VitC-deprived mice restores their osteogenic potential (Fig. 4b, c). Reminiscent of data in femur tissue, H3K9me3 and H3K27me3 demethylation as well as 5hmC levels tightly correlate with VitC administration and osteogenic differentiation (Fig. 4d). Of note, exceptionally high 5hmC levels are evident in mature osteoblasts that produce mineralization nodules (Fig. 4e). Even after day 35 of differentiation, i.e., at a late stage of osteogenic lineage maturation when cells are already embedded in a mineralized ECM and express the early osteocyte marker *Dmp1*, continuous VitC supplementation is necessary to allow further differentiation, mineralization and expression of well-established osteoblast and osteocyte markers including *Phospho1* and *Sost* (Fig. 4f, g). Notably, VitC does not promote BMSC differentiation into the adipogenic lineage as measured by the expression of key adipogenic markers and Red Oil O staining (Supplementary Fig. 3a), further demonstrating that the role of VitC in BMSC differentiation is selective for the osteogenic lineage. Despite the adipogenic conditions, VitC addition promotes the expression of osteogenic markers (Supplementary Fig. 3b). Correlating with this pro-osteogenic signature during adipogenic differentiation, the overall levels of H3K9me3 and H3K27me3 decrease, while 5hmC levels increase after VitC administration (Supplementary Fig. 3c, d). Remarkably, the highest 5hmC levels are seen in clusters of cells expressing the osteogenic marker BGLAP (Supplementary Fig. 3e).

**Fig. 4:**
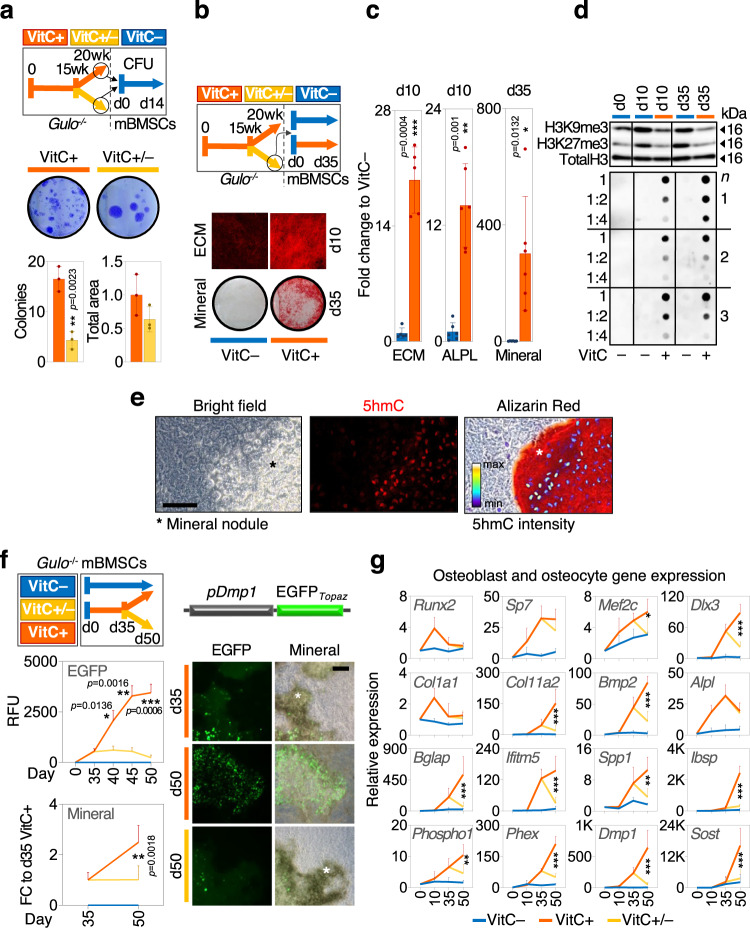
Vitamin C governs all differentiation stages of the osteogenic lineage. **a** Colony formation unit assay (CFU) of BMSCs isolated from VitC treated (VitC+) or VitC depleted (VitC ±) *Gulo*^−/−^ mice from week 15 to week 20. **b** Extracellular matrix (ECM) deposition and ECM mineralization in BMSCs isolated from VitC-deficient *Gulo*^−/−^ mice. **c** Quantitation of ECM deposition, alkaline phosphatase activity (ALPL) and ECM mineralization in VitC treated and untreated BMSCs. **d** Western blot for H3K9me3 and H3K27me3 and dot blot for 5hmC during osteogenic lineage progression. **e** 5hmC immunofluorescence and alizarin red stain in mature osteoblasts within mineralizing nodules (*). **f** Quantification of *Dmp1* promoter activity (EGFP fluorescent signal) and ECM mineralization in cultures in which VitC was removed after D35 and representative images from experiments quantified in the left panel. (*) mineralized nodules; BMSCs from *Gulo*^−/−^ mice with Dmp1-EGFP_Topaz_ reporter were used for this experiment; RFU, relative fluorescence units. **g** mRNA expression of osteoblast and osteocyte markers in BMSCs with or without VitC, or cultures in which VitC was removed starting at D35 (VitC +/−). Scale bars in (**e**) and (**f**) represent 50 µm. Graphs represent mean ± SD, *p < 0.05; **p < 0.01; ***p < 0.001. Unpaired two-tailed *t* test in (**a**), paired two-tailed *t* test in (**c**), two-way ANOVA with Tukey’s (EGFP) and Sidak’s (Mineral) multiple comparison tests in (**f**), two-way ANOVA with Tukey’s multiple comparison tests in (**g**); significances in (**g**) represent D50 VitC+ vs D50 VitC ±. *N* = 3 (**a**, **f** mineral, **g**), *n* = 4 (**f**, EGFP), *n* = 5 (**c**, ECM) *n* = 6 (**c**, ALPL & Mineral) per group from cells derived from biologically independent animals. Source data as well as exact *p* = values for all comparisons in (**g**) are provided in the Source Data File.

To assess whether VitC’s role in osteogenic differentiation and function is conserved in humans, we studied BMSCs derived from healthy human donors. Here, ECM deposition and mineralization, ALPL activity and osteogenic marker gene expression are only induced after VitC addition (Supplementary Fig. 4a–c). Similarly, H3K9me3 and H3K27me3 demethylation and 5hmC gain is only observed in the presence of VitC (Supplementary Fig. 4d, e). Reminiscent to BMSCs derived from *Gulo*^−/−^ mice, adipogenic differentiation does not require VitC (Supplementary Fig. 5a, b). Decreases in H3K9me3 and H3K27me3 demethylation and increased 5hmC levels are apparent upon VitC addition, and correlate with upregulation of osteogenic markers during adipogenic differentiation (Supplementary Fig. 5c–f). Collectively, these data suggest that VitC is sufficient to selectively prime BMSCs towards osteogenesis irrespective of species and that adipogenesis is orchestrated by different epigenetic patterns and mechanisms^49^.

### VitC promotes osteogenic transcriptional programs independent of collagen synthesis during osteoblastogenesis

Next, we investigated the relationship between the gene regulatory effects of VitC and its role as a cofactor of collagen hydroxylases that are required to generate a collagenous ECM. VitC rapidly stimulates the expression of collagen hydroxylases and crosslinker genes in BMSCs differentiated towards the osteogenic lineage (Fig. 5a). To test whether the collagenous matrix rather than the epigenetic role of VitC supports osteogenic gene expression, we inhibited collagen deposition in the presence of VitC during osteogenic differentiation of *Gulo*^−/−^ BMSCs (Fig. 5b, c). As expected, treatment with the prolyl hydroxylase inhibitor 1,4-DPCA efficiently prevents ECM deposition and does not permit matrix mineralization (Fig. 5d, e). Yet, regardless of collagenous matrix deficiency, VitC is still able to induce the expression of mature osteoblastic genes such as *Bglap2, Dlx3* or *Col22a1* and to a lesser extent of some osteocyte markers (Fig. 5f). Similarly, human BMSCs co-treated with 1,4-DPCA and VitC retained the osteogenic gene expression profile despite the absence of a collagenous ECM (Fig. 5g, h). We conclude that VitC is largely sufficient to conduct the osteogenic transcriptional program, independent of the concurrent deposition of a collagenous matrix.

**Fig. 5:**
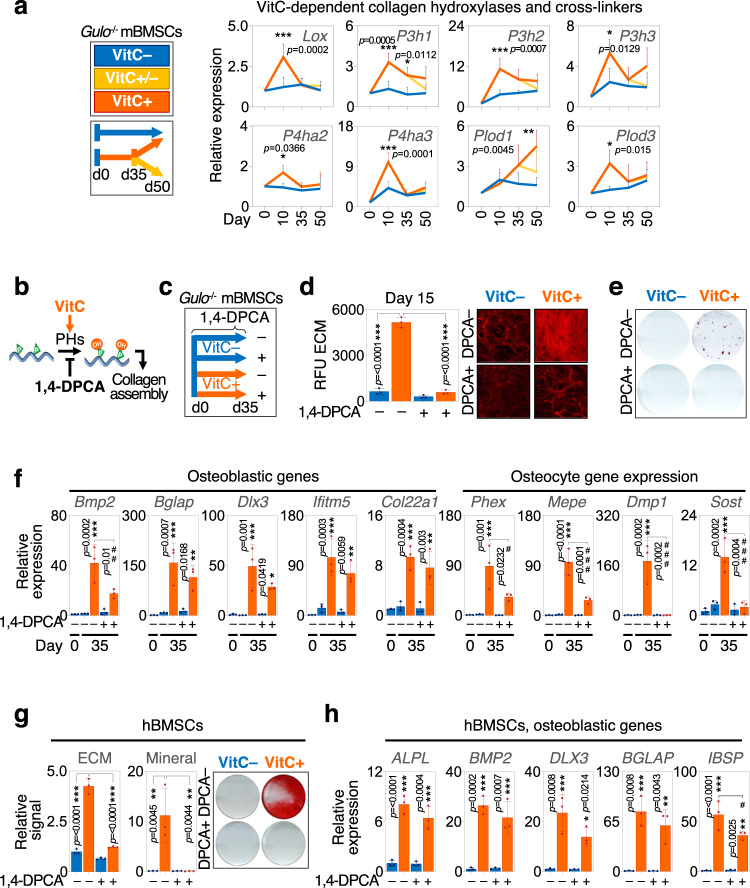
Vitamin C-dependent collagenous matrix formation is dispensable for Vitamin C-mediated osteoblastic gene expression. **a** Gene expression of collagen hydroxylases and cross-linkers in BMCSs from 5-week VitC-deficient *Gulo*^–/–^ mice cultured in the presence or absence of VitC, or treated with VitC until day 35 after which VitC was removed. **b** Inhibition of VitC-dependent extracellular matrix (ECM) deposition by 1,4-DPCA. **c** Experimental setup using 1,4-DPCA during VitC-induced osteogenic differentiation. **d**–**f** Effects of 1,4-DPCA on ECM deposition (RFU, relative fluorescence units) (**d**), ECM mineralization (**e**) and osteogenic gene expression (**f**); VitC-untreated BMSCs at day 0 were used as an additional control. **g** Effects of 1,4-DPCA on ECM deposition and ECM mineralization in human BMSCs during osteogenic differentiation. **h** Osteogenic gene expression in hBMSCs treated with or without 1,4-DPCA. Graphs represent mean ± SD, *p < 0.05; **p < 0.01; ***p < 0.001 comparing VitC+ and VitC- groups at corresponding time points (**a**) test against VitC- D0 (**f**) and test against VitC-/DPCA- if not otherwise noted (**g**, **h**). #*p* < 0.05; ##*p* < 0.01; ###*p* < 0.001 com*p*aring VitC+ groups with vs without 1,4-DPCA at D35 (**f**, **h**); in **h** for *IBSP* # *p* = 0.0447. Two-way ANOVA (**a**) and one-way ANOVA (**d**, **f**, **g**, **h**) with Tukey’s multiple comparison tests. *N* = 3 (**a**, **d**, **f**–**h**) per group from cells derived from biologically independent animals/donors. Source data are provided as a Source Data File.

### VitC promotes osteogenic differentiation independent of its role as an antioxidant

VitC has also a well-established role in controlling the cellular redox balance as it can act as an antioxidant to neutralize a variety of reactive oxygen species (ROS)^50,51^. To test whether antioxidative proprieties play an essential role in promoting osteogenic differentiation of BMSCs, we compared VitC to an alternative antioxidant, N-Acetyl Cysteine (NAC). Unlike VitC, NAC addition does not induce osteogenic differentiation nor affect H3K9me3/H3K27me3 demethylation or 5hmC levels (Supplementary Fig. 6) suggesting that VitC promotes osteogenic differentiation independent of its role as free radical scavenger. Furthermore, VitC has been shown to potentiate reprogramming efficiency of induced pluripotent stem cells in part by alleviating ROS and counteracting cellular senescence, a cell fate characterized by a durable cell cycle arrest and a bioactive secretome^52,53^. We found that VitC does not alter induction of cellular senescence of BMSCs as assessed by the activity of senescence-associated β-galactosidase, proliferation and expression of senescence markers, *p16*, *p19* or *p21* (Supplementary Fig. 7a–c). Unlike pluripotent mouse embryonic stem cells (mESCs), BMSCs are a heterologous collection of bone marrow stromal cells with limited potency and self-renewal capacity^54,55^. Consistent with this, when comparing RNA-seq data of mESCs and BMSCs we found that these cell types show clear overall transcriptomic divergence (Supplementary Fig. 7d). BMSCs hardly express classical stem cell markers such as *Oct4*, *Sox2* or *Klf4* (Supplementary Fig. 7e). Additionally, temporal gene expression patterns of BMSC markers^56^ are largely unaffected during VitC-mediated osteogenic differentiation (Supplementary Fig. 7f). Collectively, these data indicate that the pro-osteogenic properties of VitC are unlikely due to modulated oxidative stress or retained stemness.

Importantly, VitC is an essential cofactor for many ferrous iron- and α-ketoglutarate (αKG)-dependent epigenetic dioxygenases (αKGDDs). Family members include Jumonji-C domain-containing histone demethylases (JHDMs/KDMs) as well as the ten-eleven translocation (TET) family of DNA hydroxylases^57^. The catalytic activity of these enzymes depends on the reduction of Fe^3+^ to Fe^2+^ by VitC^35,58,59^. To test whether the epigenetic role of VitC during osteogenesis requires this catalytic reaction, we utilized the competitive inhibitor L-2-hydroxyglutarate (L-2-HG) to suppress the catalytic activity of αKGDDs. Strikingly, L-2-HG treatment almost completely ablates VitC-dependent induction of 5hmC and suppresses VitC induced reduction in H3K9me3/H3K27me3 levels during osteogenic differentiation of mouse BMSCs and preosteoblasts (Fig. 6). These results suggest that during osteogenesis, a main function of VitC is to catalyze the epigenetic activity of αKGDDs in order to orchestrate osteogenic differentiation.

**Fig. 6:**
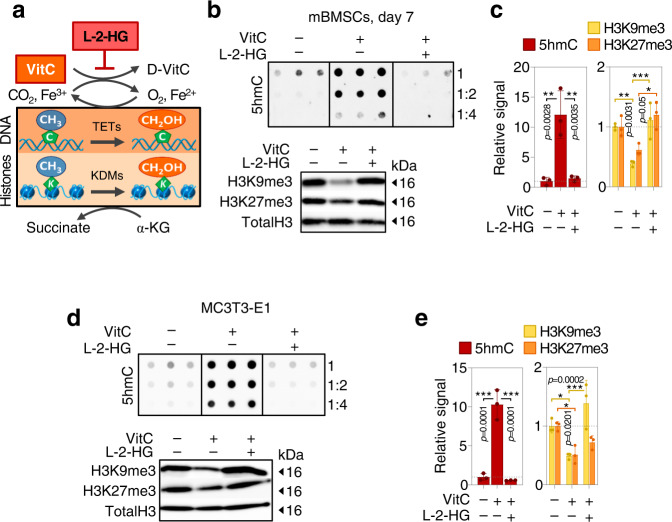
Vitamin C controls the activity of epigenetic αKGDDs during osteogenic differentiation. **a** Inhibition of VitC dependent α-ketoglutarate dehydrogenases by L-2-hydroxyglutarate (L-2-HG) during osteogenic differentiation. **b** Inhibition of VitC dependent 5hmC synthesis and H3K9me3 as well as H3K27me3 demethylation by L-2-HG during osteogenic differentiation of primary mBMSCs and quantification of blots (**c**). **d** Effects of L-2-HG in differentiating calvarial MC3T3-E1 pre-osteoblasts on 5hmC deposition and H3K9me3 as well as H3K27me3 demethylation and quantification of the blots (**e**). Bar graphs represent mean ± SD, *p < 0.05; **p < 0.01; ***p < 0.001. One-way ANOVA with Tukey’s multiple comparison test for dot blot quantifications and two-way ANOVA analysis with Tukey’s multiple comparison tests for western blot quantifications in **c**, **e**. In (**c**), for H3K9me3 ***p = 0.0008, in (**e**), for H3K9me3 *p = 0.0155. *N* = 3 (**c**, **e**) per group from cells derived from biologically independent animals (**c**) or independent biological experiments (**e**). Source data are provided as a Source Data File.

### Proximal and distal 5hmC levels near osteogenic loci correlate with bone gene expression and bone-related phenotypes

To examine the underlying molecular mechanism by which VitC-dependent αKGDD(s) direct bone specific gene expression during osteoblastogenesis, we employed MC3T3-E1 pre-osteoblasts as a model system in vitro. First, we validated that VitC administration alters epigenetic marks at both the histone and DNA levels and stimulates osteoblast maturation in these cells (Supplementary Fig. 8a–d). 

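The pre-osteoblast line MC3T3-E1 comes from mouse calvaria. DNA for hMeDIP-seq came from cells after 28 days with 50 µg/ml VitC (VitC+) or without it (VitC-), with 2 samples per group by their labels and in the DNA extraction methods of the paper, which give n = 3 for the peak calling. Each group again has 1 peak list, called by the authors on pooled samples, and no replicate error. The VitC+ list held 257696 peaks over 197 Mb with a median fold enrichment of 5.07, and the VitC- list 288862 peaks over 149 Mb with a median of 4.70. The implied backgrounds were 3.35 and 3.25 fragments. Of the VitC+ peaks, 36.0% overlapped a VitC- peak. Near the 59 Bone60 genes there were on average 14.1 peaks in VitC+ and 9.92 in VitC- cells, compared to 8.04 and 6.55 near all 21000 genes. Of the Bone60 genes, 42 had more peaks in VitC+, 14 fewer and 3 the same number. The median log2 ratio was 0.42, against 0.21 for all genes. Of the matched random lists, 92.9% had a lower median, with ties split evenly between lower and higher. By covered length, 48 genes were higher and 11 lower, with a median log2 ratio of 0.96. Bglap had 23 peaks over 12924 bp in VitC+ and 7 peaks over 4661 bp in VitC- cells. mRNA levels of MC3T3-E1 cells were not analysed here.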

Similar to bone tissue, VitC-dependent 5hmC levels robustly increase near promoters and within gene bodies of bone-related genes and positively correlated with their mRNA expression (Supplementary Fig. 8e–g). 

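Stitched in the same way as the femur peaks, the VitC+ 5hmC peaks of MC3T3-E1 cells gave 23233 clusters, of which 1189 (5.12%) ranked above the threshold. Of the Bone60 genes, 23 of 59 (39.0%) lay near such a cluster, compared to 20.1% of all genes and 22.2% in random lists matched on gene length, whose 97.5th percentile was 33.9%. All 1189 clusters covered less in VitC- cells, with a median log2 ratio of -1.42, and the 18 near Bone60 genes had a median of -1.40. When chosen in the VitC- list, the clusters covered more in VitC+ cells, with a median log2 ratio of 0.89. Runx2 lies near the cluster ranked 3, on chromosome 17 from 44211659 to 44905578, where peaks covered 381381 bp in VitC+ and 154765 bp in VitC- cells. H3K27ac data were not analysed here.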

VitC-dependent 5hmC peaks again form SE-like clusters in the vicinity of bone related genes, which overlap with H3K27ac super-enhancers found in BMSCs at advanced stages of osteogenic differentiation (Supplementary Fig. 9). 

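For ChIP-seq of the histone marks H3K27me3 and H3K9me3, MC3T3-E1 cells were grown with or without VitC for 7 days by the methods of the paper and 28 days by the sample labels, in 2 dishes per group. The authors called broad peaks with MACS2. The lists reach down to a -log10 q-value of 1.01, so they hold peaks above the FDR of 0.05 in the methods, and each mark and group has 1 list without replicate error. H3K27me3 had 86322 peaks over 145 Mb with a median fold enrichment of 2.77 in VitC+, and 84228 peaks over 233 Mb with a median of 2.44 in VitC- cells. H3K9me3 had 33708 peaks over 44.0 Mb with a median of 3.27 in VitC+, and 44832 peaks over 66.8 Mb with a median of 2.74 in VitC- cells. With peaks of a -log10 q-value of at least 5 only, the direction of the peak numbers changed for both marks. H3K27me3 then had 392 peaks in VitC+ and 677 in VitC-, and H3K9me3 3253 and 1840. Near the Bone60 genes, H3K27me3 had on average 3.20 peaks in VitC+ and 3.10 in VitC- cells, with 18 genes lower, 14 higher and 27 equal. By covered length, 34 genes were lower in VitC+, 3 higher and 22 equal, with a median log2 ratio of -0.42, against -0.16 for all genes. H3K9me3 had fewer peaks in VitC+ near 30 genes, more near 6 and the same number near 23, with a median log2 ratio of -0.26. Of the matched random lists, 32.5% had a lower median, with ties split evenly between lower and higher.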

H3K9me3 or H3K27me3 ChIP-seq experiments revealed that VitC supplementation causes loss of H3K27me3 around transcription start sites and gene bodies of bone-specific genes (Supplementary Fig. 10a). However, unlike for 5hmC, overall bone-specific gene expression does not correlate with altered H3K9me3 or H3K27me3 levels around these genes and their promoters (Supplementary Fig. 10b, c). 

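Near Phospho1, H3K9me3 had 1 peak over 475 bp in VitC+ and 4 peaks over 8280 bp in VitC- cells, and near Dmp1 it had 3 peaks over 4473 bp in VitC+ and 4 peaks over 11878 bp in VitC- cells. H3K27me3 near Siglec15 had 3 peaks over 5398 bp in VitC+ and 6 peaks over 9414 bp in VitC- cells. Near Bmp8b it had 2 peaks over 1239 bp in VitC+ and 5 peaks over 9188 bp in VitC- cells. Near Notch3 the number of H3K27me3 peaks rose while their length fell, with 6 peaks over 8610 bp in VitC+ and 4 peaks over 19961 bp in VitC- cells. Phospho1 also had less H3K27me3, with 2 peaks over 941 bp in VitC+ and 9 peaks over 9846 bp in VitC- cells. Without replicates, no spread can be set against these differences.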

In fact, only a subset of bone-specific genes is expressed in a VitC-dependent, H3K9me3-dependent fashion, such as *Phospho1* and *Dmp1*, or in a VitC-dependent, H3K27me3-dependent fashion including *Siglec15*, *Bmp8b* and *Notch3* (Supplementary Fig. 10b, d). Closer examination of the genomic distribution of these epigenetic marks shows that a large proportion (37–70%) of H3K9me3, H3K27me3 or 5hmC peaks is located in distal intergenic regions (Supplementary Fig 11a). Thus, we performed GREAT analyses on distal loci that exhibit the most significant alterations in peak signals upon VitC deficiency. 

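Peaks were counted as distal intergenic when their midpoint lay outside every RefSeq gene and more than 3 kb from it. In MC3T3-E1 cells these were 34.6% of the VitC+ and 55.2% of the VitC- 5hmC peaks. For H3K27me3 they were 54.8% in VitC+ and 58.1% in VitC-, and for H3K9me3 68.9% in VitC+ and 65.5% in VitC-. The exact 95% binomial interval, which covers counting error only, was 68.4 to 69.3% for VitC+ H3K9me3 and narrower for the other lists. Random positions gave 57.8%. Counting peaks at any distance outside genes gave 41.0% for VitC+ 5hmC and 72.7% for VitC+ H3K9me3. From the marks in MC3T3-E1 cells, the paper concludes that VitC sets a permissive chromatin state at bone-related genes and distal loci, led by 5hmC.

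**Figure D4:**
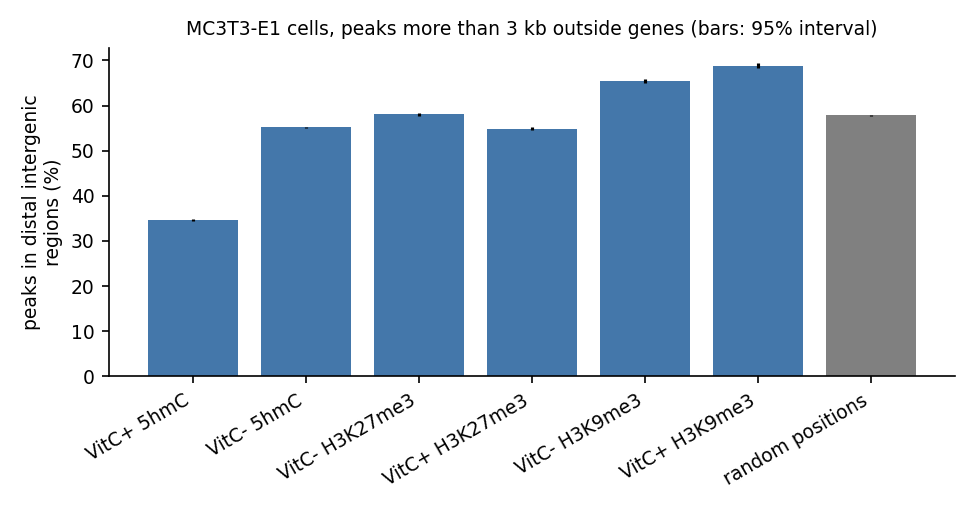
Percent of peaks in distal intergenic regions for the peak lists of MC3T3-E1 cells and for random positions. The VitC+ 5hmC list lies at 34.6% and the VitC+ H3K9me3 list at 68.9%.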

Only sites exhibiting 5hmC loss strongly correlate with a variety of bone-associated phenotypes, while H3K27me3 occupied loci correlate to a significant extent with neurological phenotypes (Supplementary Fig. 11b). No phenotypes could be linked to altered distal H3K9me3 related loci. Thus, VitC directly controls osteoblastogenesis of MC3T3-E1 cells by installing a pro-osteogenic, transcriptionally permissive epigenetic state at bone-specific genes and bone relevant distal intergenic loci that is primarily driven by 5hmC.

### 5mC hydroxylase TET2 is particularly involved in the osteogenic program

Next, we assessed which VitC-dependent αKGDD(s) may contribute to osteoblast differentiation by systematically examining established VitC-sensitive H3K9me3 or H3K27me3 demethylases (*Kdm4a*, *Kdm4b*, *Kdm4c*, or *Kdm6a*, *Kdm6b*, *Jhdm1d* respectively) and 5mC hydroxylases (*Tet1*, *Tet2*, *Tet3*). Most of these genes are well-expressed in MC3T3-E1 pre-osteoblasts, MLO-A5 pre-osteocytes and mouse femurs (Fig. 7a, Supplementary Fig. 12a). 

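In the 9 femur libraries of WT, VitC+ and VitC+/- mice, the scaled RPKM was 10.3 ± 1.86 for Kdm4a, 9.48 ± 2.10 for Jhdm1d, 9.31 ± 2.71 for Kdm6a, 6.96 ± 1.49 for Tet3, 5.71 ± 1.21 for Kdm6b, 5.66 ± 2.05 for Tet2, 5.07 ± 0.837 for Kdm4c, 4.42 ± 1.67 for Kdm4b and 0.460 ± 0.210 for Tet1 (SD, n = 9). Tet1 was below the filter. The source data of the paper list 6 femur samples without naming them, so all 9 libraries are used here. Kdm4b, Kdm6a and Tet2 were higher in VitC+/- than in VitC+ libraries, with log2 fold changes of 0.70, 0.70 and 0.96 (limma adjusted p = 0.0224, 0.0444 and 0.0153). With 1 library left out, the limma adjusted p rose to 0.0894 for Kdm4b without VitC+ replicate 2, and to 0.148 for Kdm6a and 0.0657 for Tet2 without VitC+/- replicate 1. MC3T3-E1 and MLO-A5 cells were not analysed here.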

We subsequently performed stable shRNA-mediated depletion experiments of these enzymes during VitC-mediated osteoblastic differentiation. We also included co-depletion conditions to assess the combined functions of epigenetic modulators within the same class and to account for potential compensation among family members (Fig. 7b–d, Supplementary Fig. 12b–d).

**Fig. 7:**
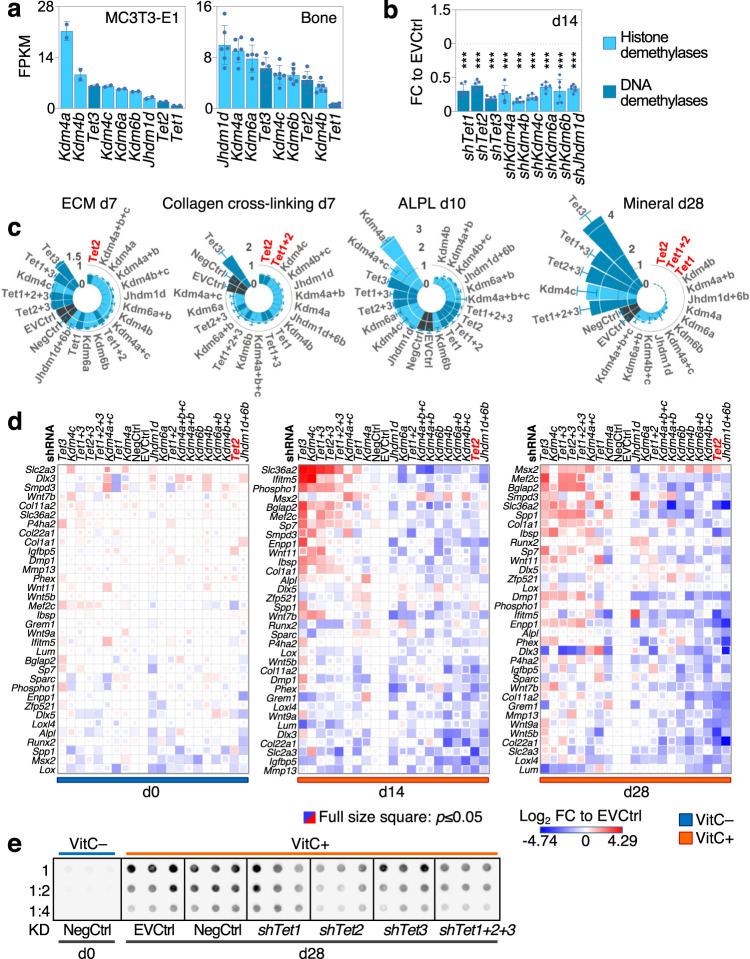
Loss of Histone demethylases and DNA hydroxymethylases, particularly TET2, impairs osteogenic differentiation. **a** Gene expression of VitC-dependent epigenetic hydroxylases in MC3T3-E1 cells and mouse femur. **b** shRNA mediated hydroxylases knockdown efficiencies in MC3T3-E1 cells. **c** Ranked relative extracellular matrix (ECM) deposition, collagen cross links measured via FTIR, alkaline phosphatase activity (ALPL) and ECM mineralization after suppression of hydroxylases in MC3T3-E1. **d** Two-way ranked osteoblastic gene expressions after hydroxylases knockdowns in MC3T3-E1 cells; FC, fold change; EV, empty vector. **e** 5hmC dot blot after *Tet* knockdowns in MC3T3-E1 cells. Graphs represent mean ± SD, ***p < 0.0001. One-way ANOVA with Dunnett’s multiple comparison test (**b**), unpaired, two tailed *t* test (**d**). Data points in (**b**–**d**) were compared to EVCtrl. *N* = 2 (**a**, MC3T3-E1), *n* = 6 (**a**, bo*n*e), *n* = 3/tested shRNA (**b**), *n* = 3 (**c**) from biologically independent experiments (**a**, MC3T3-E1, **b**,**c**) or from biologically independent animals (**a**, bone). Source data are provided as a Source Data File.

*Tet2* depletion in MC3T3-E1 cells causes the strongest decrease in ECM deposition, collagen cross linking, mineralization and osteogenic gene expression (Fig. 7c, d). *Tet2* is among the most important epigenetic enzymes for mineralization of MLO-A5 cell cultures as well (Supplementary Fig. 12c, d). *Tet1* is also critical for collagen cross linking and mineralization, but it is largely dispensable for ECM deposition and expression of the measured osteogenic markers, whereas *Tet3* appears to counteract osteoblastogenesis of MC3T3-E1 and MLO-A5 cells (Fig. 7c, d, Supplementary Fig. 12c, d). Accordingly, VitC-induced 5hmC accumulation is to a great extent dependent on *Tet2* in MC3T3-E1 osteoblasts (Fig. 7e). These results indicate that the VitC-dependent TET hydroxylases have distinct roles during osteogenesis and that 5hmC deposition by TET2 is vital for osteogenic differentiation and function.

We further found that knock down of H3K9me3 demethylases *Kdm4a* and *Kdm4b* mimic *Tet2* loss except for their key role towards ALPL activity while *Kdm6a* and *Kdm6b* are important for late stages of differentiation in MC3T3-E1 cells as well as MLO-A5 pre-osteocytes. Interestingly, co-depletion of at least two H3K27me demethylase family members (e.g., *Kdm6a* and *Kdm6b*) potentiates the deleterious effect on some parameters during osteoblastic differentiation suggesting that these enzymes are redundant and may compensate to some extent during osteogenesis.

We validated these results by knocking down all candidate epigenetic modulators in primary mouse BMSCs (Supplementary Fig. 13). In these cells *Tet2* is also the most critical 5mC hydroxylase during osteogenic differentiation as determined by strong reductions in ECM deposition and mineralization as well as ALPL activity (Supplementary Fig. 13b). Similarly, depletion of H3K9me3 or H3K27me3 demethylases largely mimics the effects seen in MC3T3-E1 and MLO-A5 cells. Complementary dCas9-VP64/CRISPR activation-mediated overexpression analyses of all candidates verified that TET2 activation provokes VitC-dependent 5hmC accumulation and promotes MC3T3-E1 osteoblast differentiation (Fig. 8). In contrast, CRISPR-mediated activation of H3K9me3 or H3K27me3 demethylases only has minor consequences for MC3T3-E1 osteoblastogenesis (Supplementary Fig. 14), with only the overexpression of KDM4C or KDM6A causing some enhancement in osteoblastic differentiation. Next, we tested whether the pro-osteogenic effect of TET2 could be potentiated by co-expressing KDM4C or KDM6A and vice versa (Supplementary Fig. 15). However, we found that none of the combinatorial conditions surpasses the pro-osteogenic properties of individual genes (Supplementary Fig. 16). Collectively, these molecular profiling studies strengthen earlier conclusions that TET-enzymes, in particular TET2, are central epigenetic enzymes orchestrating diverse features of osteoblastogenesis.

**Fig. 8:**
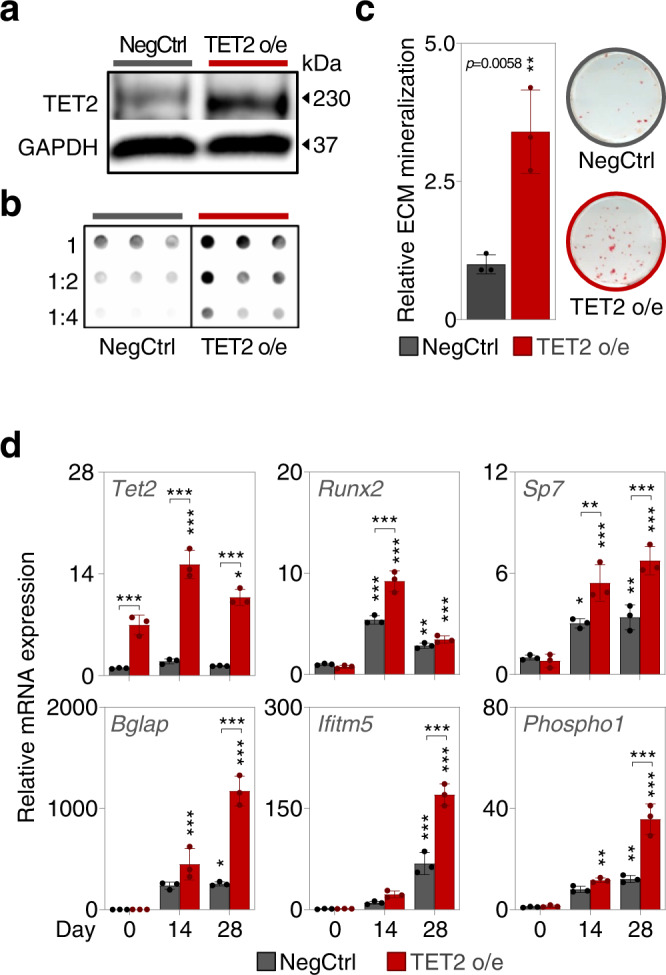
TET2 overexpression potentiates osteoblastic differentiation. **a** TET2 western blot after CRISPR-dCas9-mediated TET2 o/e (overexpression) and **b** 5hmC dot blot under the same conditions. **c** ECM mineralization after TET2 o/e at day 21 of differentiation. **d** Osteoblastic gene expression during TET2 o/e. Bar graphs represent mean ± SD; *p < 0.05; **p < 0.01; ***p < 0.001. Unpaired two-tailed *t* test in (**c**); two-way ANOVA analysis with Tukey’s multiple comparison tests, groups compared to D0 Ctrl or as marked in **d**. *N* = 3 (**c**, **d**) per group, from biologically independent experiments. Source data as well as exact *p* = values for all comparisons in **d** are provided in the Source Data File.

### 5hmC generation rather than 5mC loss is vital for osteoblastic differentiation

To investigate whether opening of chromatin by removal of the repressive 5mC mark during the active DNA demethylation cycle rather than the establishment of the activating 5hmC residue is responsible for the effects of VitC on osteogenic gene expression, we performed experiments in MC3T3-E1 osteoblasts using the DNA methyltransferase inhibitor RG108 (Fig. 9a). As expected, RG108 reduces 5mC levels in the absence and presence of VitC (Fig. 9b). However, this effect does not promote nor perturb VitC-dependent osteoblast differentiation (Fig. 9c, e). Interestingly, we also found that VitC-induced 5hmC is a stable epigenetic mark and is not further oxidized to 5-formylcytosine (5fC) during osteoblastic maturation (Fig. 9d). These findings demonstrate that 5hmC is specifically generated via VitC and represents a transcriptionally active epigenetic mark that permits and sustains osteogenic differentiation.

**Fig. 9:**
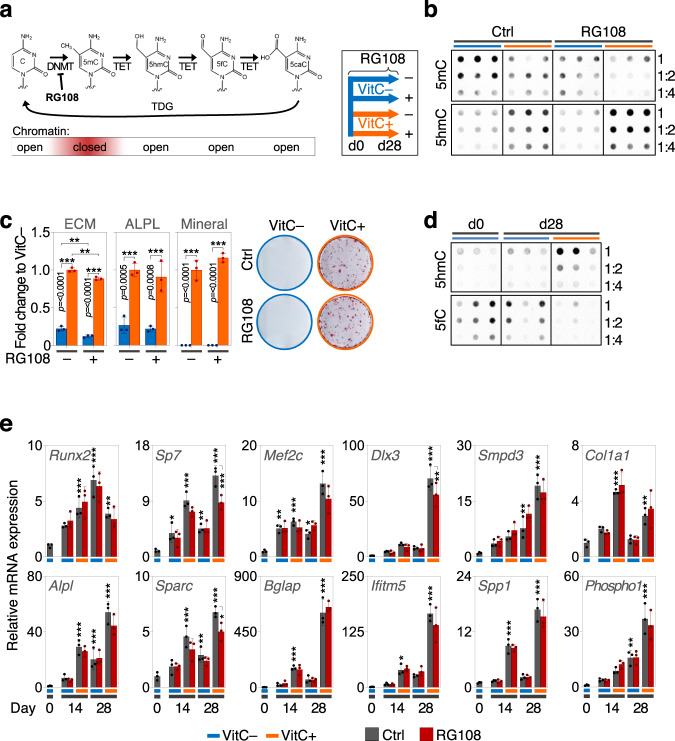
Vitamin C-induced 5hmC is a stable epigenetic mark that is required for osteogenic differentiation. **a** Schematic representation of the active DNA demethylation cycle and experimental design for the shown experiments in differentiating osteoblasts. **b** Dot blots at day 14 with and without VitC and/or the DNMT-inhibitor RG108, which decreases global CpG methylation levels (5mC). **c** ECM deposition, alkaline phosphatase activity (ALPL) and ECM mineralization in the presence or absence of VitC and/or RG108. **d** Dot blots for 5hmC and 5fC (formyl-cytosine) in osteoblasts at indicated time points in the presence or absence of VitC. **e** Osteoblastic gene expression after VitC and/or RG108 administration. Bar graphs represent mean ± SD; *p < 0.05; **p < 0.01; ***p < 0.001. Two-way ANOVA analysis with Sidak’s multiple comparison tests (**c** and **e**), groups compared to day 0 Ctrl or as marked in **e**. In **c**, for ECM RG108- VitC- vs RG108 + VitC- **p = 0.0062 and RG108- VitC+ vs RG108 + VitC + **p = 0.0029. *N* = 3 (**c**, **e**) per group, from biologically independent experiments. Source data as well as exact *p* = values for all comparisons in (**e**) are provided in the Source Data File.

### TET enzymes are required for healthy bone formation

Because we found 5hmC generation to be one of the most fundamental VitC-dependent mechanisms during osteogenic differentiation, we generated mice with bone-selective conditional knockout for pro-osteogenic 5mC hydroxylases *Tet1 (Prrx1-Cre; Tet1 flox/flox)*, *Tet2 (Prrx1-Cre; Tet2 flox/flox)* or both *(Prrx1-Cre; Tet1 flox/flox; Tet2 flox/flox)* (Fig. 10a). *Prrx1-Cre-*expressing mice were used as controls. Indeed, *Tet1/2* loss significantly reduces global 5hmC levels in mouse femurs despite these mice being self-sufficient for VitC (Fig. 10c). 

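Femurs of 11 week old mice were sequenced as RNA, with 3 libraries each labelled control (Ctrl), Tet1 cKO, Tet2 cKO and Tet1/2 cKO. The values used here are the authors' counts of 25938 genes divided by DESeq2 size factors. Reads on genes, recovered from these values, had a median of 33036100 (from 28597500 to 46445200) in Ctrl, 36901300 (35070900 to 37072300) in Tet2 cKO and 45446300 (36664800 to 49788400) in Tet1/2 cKO libraries. They were 30159100 in Tet1 cKO replicate 1 and 33502400 in replicate 2, and could not be recovered for replicate 3. The 16780 genes with a normalized count of at least 10 in at least 3 libraries were tested with limma (eBayes with trend) over all 12 libraries, on log2 values after adding 1. Tet1 had a normalized count of 409.8 ± 31.7 (SD, n = 3) in Ctrl, 645 ± 121 (SD, n = 3) in Tet1 cKO, 526 ± 171 (SD, n = 3) in Tet2 cKO and 448 ± 35.3 (SD, n = 3) in Tet1/2 cKO libraries. Tet2 had 2333 ± 155 (SD, n = 3) in Ctrl, 2514 ± 76.2 (SD, n = 3) in Tet1 cKO, 2096 ± 228 (SD, n = 3) in Tet2 cKO and 2391 ± 561 (SD, n = 3) in Tet1/2 cKO libraries. Tet1 was not lower in either group labelled as its knockout, and Tet2 fell in Tet2 cKO only, with a log2 fold change of -0.16 (limma adjusted p = 1.000). By the methods of the paper, loxP sites flank a single exon of each gene. It reports a knockdown of TET1 and TET2 protein in Tet1/2 double knockout femurs by western blot. Counts over whole genes do not show the loss of single exons. The groups are therefore named by their labels.

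**Figure D5:**
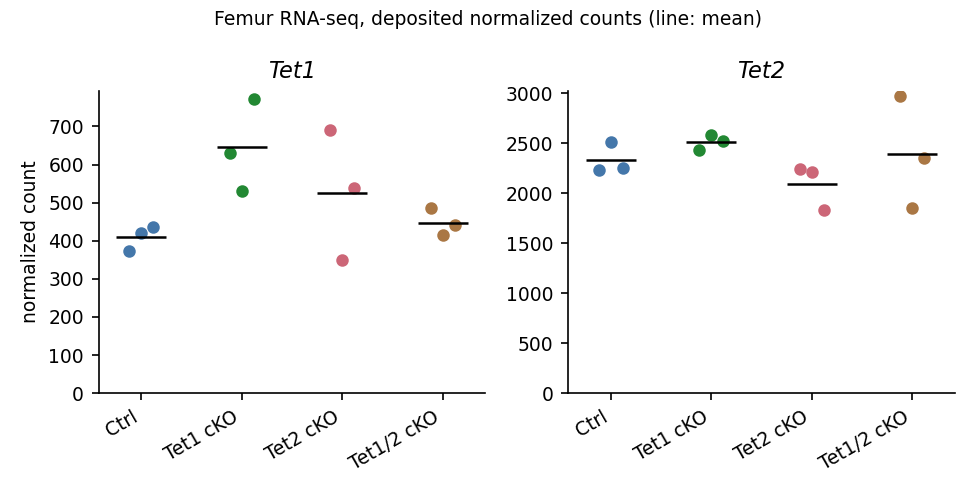
Normalized counts of Tet1 and Tet2 in the 12 femur libraries by label, with 1 point per library. Tet1 has a mean of 409.8 in Ctrl and 645 in the libraries labelled Tet1 cKO.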

The broadly altered 5hmC patterns between control mice and *Tet1/2* double knockouts were also confirmed by principal component analysis of femoral 5hmC MeDIP-Seq data (Fig. 10d). 

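For hMeDIP-seq of these mice, 3 femurs labelled Ctrl and 3 labelled Tet1/2 cKO were used, and the authors called 1 peak list per group on pooled replicates. Principal components need separate libraries and were not computed here. The Ctrl list held 259326 peaks over 273 Mb with a median fold enrichment of 3.45, and the list labelled Tet1/2 cKO 146626 peaks over 123 Mb with a median of 4.02. Of the Tet1/2 cKO peaks, 96.8% overlapped a Ctrl peak, and 46.7% of the Ctrl peaks overlapped a Tet1/2 cKO peak. The lists differ in depth, with an implied background of 10.9 fragments in Ctrl and 3.63 in Tet1/2 cKO. Thinning the Ctrl peaks to the lower background kept 82.8% of them, and the Tet1/2 cKO list holds 56.5% as many.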

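Near the 59 Bone60 genes there were on average 10.9 5hmC peaks in the list labelled Tet1/2 cKO and 15.4 in Ctrl, compared to 4.90 and 8.79 near all genes. Of the Bone60 genes, 49 had fewer peaks, 7 more and 3 the same number, with a median log2 ratio of -0.58, against -0.72 for all genes. Relative to the median of all genes, 21 were lower and 38 higher. By covered length, 59 genes were lower and 0 higher, with a median of -0.88, against -0.94 for all genes. Across 59 Bone60 genes, which are not independent replicates, the log2 ratio of peaks and the log2 fold change of expression had a Pearson r of -0.02, or -0.15 by covered length. In expression, 54 Bone60 genes were lower and 5 higher in the libraries labelled Tet1/2 cKO than in Ctrl, with a median log2 fold change of -0.93 (quartiles -1.14 and -0.59), against -0.01 for all genes. Over all genes tested 0 passed the threshold, adjusted over the list alone 0 did, and 14 had an unadjusted p-value under 0.05. In the whole transcriptome, 0 genes passed and 847 had an unadjusted p-value under this value. DESeq2 on recovered reads, run without Tet1 cKO replicate 3, called 14 genes. In simulated data with 200 changed genes, it recovered 88.5% of them with 85 false calls, and limma 74.0% with 11. The number of false calls depends on how many genes change, so it does not carry over to these 14 genes. Bglap had a normalized count of 17663 ± 4387 (SD, n = 3) in Ctrl and 8195 ± 4372 (SD, n = 3) in Tet1/2 cKO, a log2 fold change of -1.21 (standard error 0.62, limma adjusted p = 0.723). Dmp1 had 8996 ± 2686 (SD, n = 3) and 4574 ± 1555 (SD, n = 3) (limma adjusted p = 0.723), and Sost rose with a log2 fold change of 1.44 (limma adjusted p = 0.762). Under camera, the marker lists that passed had median log2 fold changes of -1.08 for osteoblast, -0.61 for adipocyte, -0.42 for B-cell precursor, 0.73 for neutrophil, -3.69 for skeletal muscle, -0.92 for osteoclast, -3.27 for chondrocyte and -0.82 for fibroblast genes. Those that did not pass had 0.36 for erythroid, 0.04 for megakaryocyte, 0.19 for interferon response, 0.22 for sex and 0.13 for VitC-dependent dioxygenase genes, and under fry no list passed. In the libraries labelled as single knockouts, the median over the Bone60 genes was 0.21 in Tet1 cKO and -0.03 in Tet2 cKO. Without Tet1 cKO replicate 3 the former was -0.03, and without Tet2 cKO replicate 2 the latter was 0.59.

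**Figure D6:**
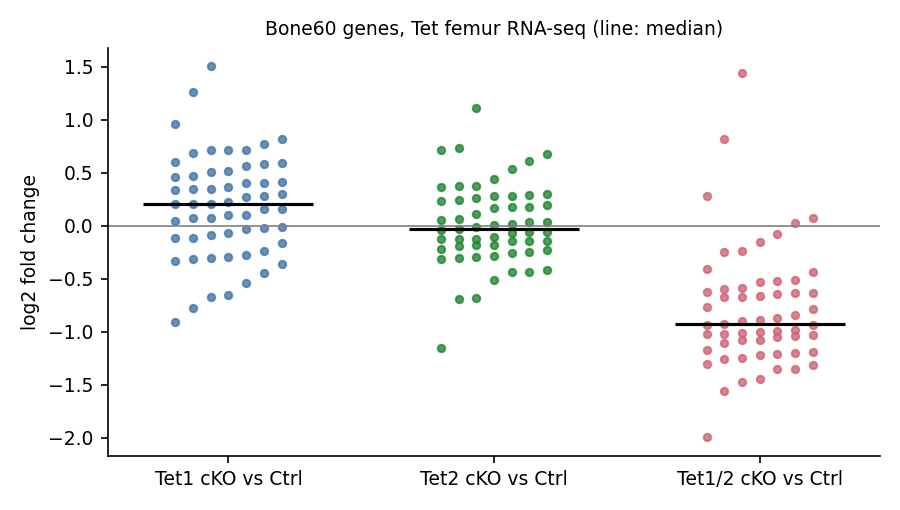
Log2 fold changes of the Bone60 genes in libraries labelled Tet1 cKO, Tet2 cKO and Tet1/2 cKO against Ctrl, with 1 point per gene. The medians are 0.21, -0.03 and -0.93.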

Decreased 5hmC levels around bone specific genes is accompanied by vastly diminished expression of bone-specific genes in *Tet1/2* double knockout mice (Fig. 10e–g). Furthermore, GREAT analysis of distal intergenic regions harboring the most dramatic 5hmC losses in conditional *Tet1/2* knockout femurs significantly correlates with multiple bone-related phenotypes including decreased bone volume or decreased trabecular bone thickness (Fig. 10h). Indeed, as shown by µCT analysis of the L5 spine, *Tet1/2* conditional knockout mice suffer from bone deficiency as shown by strongly reduced bone volume, trabecular number and trabecular thickness as well as increased trabecular separation (Fig. 10i, j). These aberrant skeletal parameters phenocopy the bone presentation of VitC deficient *Gulo*^*–/–*^ mice. These observations are in line with the notion that impaired osteogenesis due to VitC deficiency is, at least in part, due to deficiency in TET enzyme activity and impaired 5hmC generation. Thus, these results ascertain the essential role of 5hmC and VitC-dependent TET enzymes during osteogenesis and bone homeostasis.

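The log2 fold changes of VitC+/- against VitC+ femurs and of Tet1/2 cKO against Ctrl femurs share no library. Across 11191 genes, which are not independent replicates, their Pearson r was 0.05. Of the Bone60 genes, 69.0% changed in the same direction, with an r of 0.14 across 58 genes. In VitC+/- 45 of 58 were lower, and in Tet1/2 cKO 54 of 59. A high share can thus arise without agreement gene by gene. The mice of the 2 experiments also differ in age, with 20 and 11 weeks, and in sex. In the VitC femurs Xist had an RPKM of at least 25.3 and Ddx3y of at most 0.141, as in females. In the Tet femurs Ddx3y had a normalized count of at least 2891, as in males. The skeletal muscle list had a median of -3.69 in Tet1/2 cKO. The low r therefore cannot tell whether the lack of VitC and the loss of TET act differently. From the 5hmC, expression and bone measures of these mice together, the paper proposes that lower TET activity accounts for part of the impaired osteogenesis under VitC deficiency.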

**Fig. 10:**
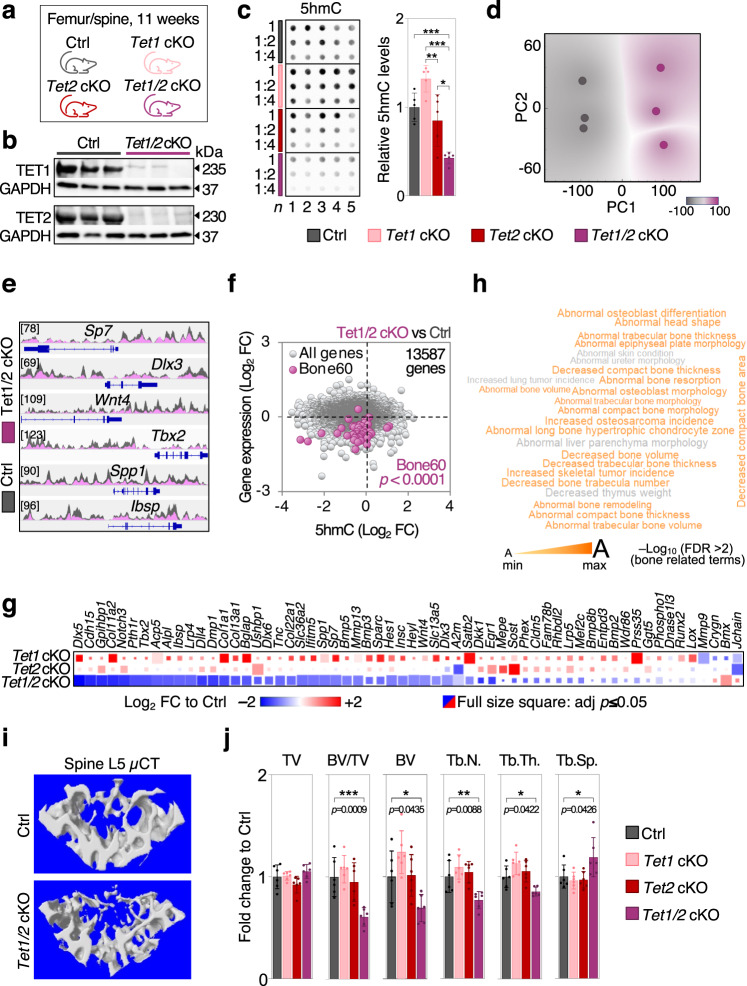
Conditional *Tet1* and *Tet2* deletion impairs DNA hydroxymethylation at bone related loci and causes bone loss in mice. **a** Schematic representation of the mouse models used. Bone tissue was collected at 11 weeks; cKO, conditional knockout. **b** *Prrx1* driven TET1 and TET2 knockdown efficiencies in femurs of Tet1/2 double knockout mice. **c** 5hmC dot blot and relative quantification. **d–f** hMeDIP-Seq of femurs from Tet1/2 double knockout mice. **d** Principal component (PC) analysis and 5hmC peaks around selected bone specific genes (**e**). **f** Correlation between 5hmC occupancy (TSS + /−30 kb) and gene expression as measured by RNA-Seq; FC, fold change. **g** Expression of Bone60 genes in conditional *Tet1*, *Tet2* or *Tet1/2* femurs versus Ctrl femurs. **h** Wordcloud representing phenotypes associated with distal intergenic loci with the strongest 5hmC loss in double knockout vs Ctrl femurs as analyzed by GREAT analysis; FDR, false discovery rate. **i** µCT analysis of L5 spine and relative quantification; TV total volume, BV bone volume, Tb.N. trabecular number, Tb.Th. trabecular thickness, Tb.Sp. trabecular separation (**j**). Bar graphs represent mean ± SD; *p < 0.05; **p < 0.01; ***p < 0.001. One-way ANOVA analysis with Tukey’s (**c**) and Dunnett’s (**j**) multiple comparison tests. FDR-adjusted two-tailed, unpaired *t* tests in **g**, two-sided Fishers exact test (**f**). In **c**, Ctrl vs *Tet1/2* cKO ***p = 0.0009, *Tet1* cKO vs *Tet1/2* cKO ***p = < 0.0001, *Tet1* cKO vs *Tet2* cKO **p = 0.005, *Tet2* cKO vs *Tet1/2* cKO *p = 0.0118. *N* = 5 (**c**) & *n* = 6 per group in **j** from biologically indepe*n*dent animals. Source data are provided as a Source Data File.

## Discussion

VitC is a unique micronutrient with multiple biochemical activities and physiological functions required for human health. Its role as co-factor for many αKGDDs such as histone demethylases and the TET-class of cytosine hydroxylases makes VitC an epigenetic compound with broad significance in pathophysiological contexts^36,45,60,61^. The findings presented here reveal that bone integrity is critically dependent on the epigenetic actions of VitC that are required for osteoblastic differentiation and bone matrix mineralization. While VitC also controls collagen matrix deposition in bone via collagen hydroxylation, this role appears mechanistically downstream from epigenetic control (Supplementary Fig. 17).

Our functional analyses on VitC-dependent epigenetic modulators during osteogenic differentiation led to several insights into physiological bone formation and osteogenic lineage differentiation.

First, we found that perturbation of VitC-dependent epigenetic circuits involving histone H3 demethylation and 5hmC formation prevents adequate osteogenesis. We also found serious skeletal pathologies such as dramatically reduced bone mass not only in VitC-insufficient *Gulo* knockout mice, but also in VitC-sufficient *Tet1/2* conditional knockout mice which is consistent with a previous study^62^. In human studies, lower VitC intake correlates with increased bone fracture risk, while increased VitC uptake correlates with higher BMD and reduced fractures risk^7,12,31^. Therefore, we propose that VitC is a crucial epigenetically acting agent that sustains bone homeostasis and bone health in humans.

Second, our results indicate that VitC-regulated chromatin accessibility and activation of gene expression, particularly through TET2-mediated DNA-cytosine hydroxymethylation, is a key prerequisite for osteogenic lineage commitment and progression. VitC is continuously required throughout osteogenic differentiation, from lineage commitment of BMSCs to maturation of osteoblasts and osteocytes. Depletion of VitC in maturing osteoblasts disables further osteogenic differentiation. These observations highlight the significance of adequate and consistent VitC intake through a balanced diet to support bone accrual and homeostasis. Interestingly, in line with the existing literature, we found that TET3 suppression enhances osteogenesis^63^, indicating that each TET enzyme may fulfill distinct biological roles^64–66^. It is conceivable that the specificity of TET3 during osteogenesis could differ from other TET enzymes, for example by controlling 5mC hydroxylation of non-bone-specific sites and targets genes and thus controlling different cellular functions.

Third, strikingly 5hmC marks are especially sensitive to VitC loss in bone compared to several non-osseous tissues from *Gulo* knockout mice and disproportionally high 5hmC levels are found in mature osteoblasts embedded within mineralized nodules in vitro. Our findings are also consistent with indirect evidence that 5hmC positively correlates with osteoblast differentiation in vitro^67–70^. Two recent, comprehensive studies on the genomic 5hmC landscape across multiple human tissues underline 5hmC’s tissue selectivity also in humans^39,40^. Although neither study included bone tissue, the overall conclusion that 5hmC accumulates at tissue-specific regions near tissue-selective genes is in full agreement with our observations. Interestingly, adipogenesis does not require VitC even though both osteogenic and adipogenic lineages can originate from the same BMSC culture. While this strict dependency of VitC and 5hmC towards osteogenesis requires further experimentations, this divergence might involve cell type-specific, mutually-exclusive characteristics such as differing metabolic properties or epigenetic requirements^49^.

The link between 5hmC and advanced differentiation appears to be independent of cell division as osteoblasts stop proliferating at early stages of differentiation, concomitant with ECM production^71,72^. Supporting this observation, 5hmC induction during osteogenic differentiation appears to be largely independent of 5mC levels and activity of DNA methyltransferases (DNMTs), which typically are dependent on cell divisions^73^. We also did not find evidence of further conversion of 5hmC to 5fC during osteogenic differentiation, suggesting that 5hmC accumulation rather than active DNA demethylation per se is driving bone cell maturation. However, comprehensive detection of formylated and carboxylate cytosines (5fC and 5acC, respectively) remains technologically challenging, thus precluding a more detailed characterization of these DNA modifications and their physiological roles in bone biology at present.

Forth, while we discovered global, VitC-sensitive changes in H3K9me3/H3K27me3 and 5hmC levels in bone and osteogenic cells, VitC-dependent adaptations critical to osteogenesis are found near a specific, bone-related gene subset (Bone60 gene set). This group includes genes that encode for osteogenic transcription factors and mediators, collagens, collagen-crosslinking enzymes, and non-collagenous extracellular matrix proteins that support mineralization. Most of these bone genes harbor VitC-dependent 5hmC at their loci, while only a subset displays VitC-sensitive H3K27me3 or H3K9me3 demethylation. Consistent with these findings, the majority of bone genes are expressed in a VitC-dependent, 5hmC-dependent fashion, while H3K27me3 or H3K9me3 demethylation appears to play only a minor, gene-selective role in VitC-controlled gene regulation. Both, promoter sites and distal enhancers including super-enhancers, show VitC-dependent dynamics particularly for 5hmC. To explain the primary role of 5hmC and 5hmC-generating enzymes and the more limited function of histone demethylases in orchestrating osteogenic differentiation, we propose that while 5hmC generation acts as an epigenetically active mark designated to facilitate gene expression, demethylation of H3K27me3 or H3K9me3 merely reduces or neutralizes repressive epigenetic marks; and without establishing activating signals such as H3K27ac or H3K9ac, gene expression may still be restricted. Indeed, histone acetyltransferases which would generate such activating epigenetic marks have not been described as VitC-dependent. The latter rationalization may explain why we find 5hmC and 5hmC-generating enzymes to orchestrate a variety of physiological aspects during osteogenic differentiation, while the relevance of histone demethylases is more restricted.

In summary, our study suggests that the skeletal manifestations of scurvy and VitC deficiency represents a micronutrient-dependent epigenetic disease with secondary biochemical effects on collagen maturation. The recognition that VitC epigenetically programs the bone cell fate by both DNA hydroxymethylation and histone demethylation opens opportunities to pharmacologically facilitate bone health and prevent bone degeneration. For example, when considering that VitC supplementation during estrogen replacement therapy in post-menopausal women further increases BMD^32^, such strategies could complement the existing standard of care that is currently applied in a broad spectrum of degenerative bone conditions that benefit from bone anabolic strategies.

## Methods

### Mouse models

Effects of Vitamin C (VitC) on bone were studied on homozygous B6.129P2-*Gulo*^*t*m1Mae^ mice (*Gulo*^−/−^), which like humans carry a recessive mutant *Gulo* allele that prevents generation of endogenous VitC. These mice were supplemented with Vitamin C (3.3 g/L in drinking water ad libitum, refreshed twice a week) until week 15 (VitC +/−) or until end of the experiment at 20 weeks (VitC+). With proper VitC supplementation in the drinking water, these mice are viable, fertile and indistinguishable from their heterozygous or wild-type littermates^44^. Mice were kept on a standard mouse chow devoid of Vitamin C (LabDiet, #5053). For some experiments, these mice were crossed with C57BL/6-Tg(Dmp1-EGFP_Topaz_)^1Ikal/J^ mice^74^ expressing an enhanced green fluorescent protein (Topaz) under control of the osteocyte-specific *Dmp1* promoter. Mice containing conditional *Tet1*fl/fl, *Tet2*fl/fl or *Tet1*fl/fl and *Tet2* fl/fl (*Tet1/2*fl/fl) alleles were used to evaluate the role of *Tet1* and *Tet2* in bone tissue. The *Tet1*fl/fl mouse model harbors two loxP sites flanking exon 4. The *Tet2*fl/fl mouse model harbors two loxP sites flanking exon 3 and was purchased from The Jackson Laboratory (*Tet2*^*tm1.1Iaai*^; #017573). *Tet1/2*fl/fl mice were generated by breeding both mouse models. *Tet1* and *Tet2* expression was conditionally ablated by mating with mice expressing Cre recombinase from the *Prrx1* enhancer (B6.Cg-Tg) (*Prrx1*-cre)1Cjt/J (JAX #005584); for all experiments only homozygotic mice were used and all mice were on a C57Bl/6 genetic background. The here presented studies compare wt/wt: *Prrx1*-Cre^+^ (Ctrl) versus fl/fl: *Prrx1*-Cre^+^ animals and mice are referred in the text as *Tet1* cKO (*Tet1*fl/fl: *Prrx1*-Cre^+^), *Tet2* cKO (*Tet2*fl/fl: *Prrx1*-Cre^+^) and *Tet1/2* cKO (*Tet1/2*fl/fl: *Prrx1*-Cre^+^). The following primers were used for mouse genotyping. *Gulo*^−/−^ mice: P2 CGCGCCTTAATTAAGGATCC, P3 GTCGTGACAGAATGTCTTGC and P4 GCATCCCAGTGACTAAGGAT; EGFP detection: forward ATGGTGAGCAAGGGCGAGGAG, reverse TTACTTGTACAGCTCGTCCATG; *Tet1*fl/fl mice: forward 1 (*Tet1* 2ndLoxP F1) TGTTGAGAAAAACGGCACTG, forward 2 (*Tet1* neoGT F1) TCGACTAGAGCTTGCGGAAC, reverse (*Tet1* 2ndLoxP R1) GATAGACCACGTGCCTGGAT; *Tet2*fl/fl mice as recommended by the provider; Cre detection: forward TCCAATTTACTGACCGTACACCAA, reverse CCTGATCCTGGCAATTTCGGCTA. All mice were housed in a selected pathogen-free barrier environment with ad libitum access to food and water, 12-h light and dark cycles, temperature between 20–26 C and humidity at ∼70%. All experimental procedures involving laboratory mice were reviewed and approved by the Institutional Animal Care and Use Committee of the Mayo Clinic.

### Microcomputed tomography (μCT) analysis

For all analyzed mouse models, quantitative analyses of the fifth lumbar vertebra (L5) fixed in 4% formaldehyde were performed. For the *Gulo*^−/−^ mouse experiments, vertebra from WT (*n* = 14, 7 males and 7 females), VitC + (*n* = 11, 5 males plus 6 females) or VitC ± *Gulo*^−/−^ (*n* = 9, 4 males plus 5 females) mice were measured. Similarly, for the conditional Tet1, Tet2, and Tet1/2 mouse models, vertebra from 6 male mice per group were measured. Analyses were performed using a VivaCT 40 scanner (SCANCO Medical AG) with the following parameters: E = 55 kVp, I = 145 μA, and integration time = 300 ms. A voxel size of 10.5 μm using a threshold of 220 units was applied to all scans at high resolution. Using SCANCO Reconstruction software, two-dimensional data from scanned slices were used for a three-dimensional interpolation and calculation of morphometric parameters that define trabecular bone mass and micro-architecture.

### Testing of mechanical proprieties of bone

A three-point bend fixture was mounted on a servohydraulic mechanical testing frame (Model 312, MTS Systems, Eden Prairie, MN) instrumented with a 100-N capacity load cell (Model 3397-25, Leebow Products, Troy, MI). Femurs from 20 week old male WT (*n* = 5), male VitC + (*n* = 5) or male VitC ± (*n* = 4) *Gulo*^−/−^ mice were mounted on supports spanning 10 mm. Point loading was applied to the femur midshaft allowing the bones to flex about an axis aligned with the medial-lateral line. Specimens were kept moist by irrigating them with phosphate buffered saline solution. Loading was applied under displacement control at a rate of 20 mm/min until fracture. Force and displacement data was sampled at 200 Hz. The peak load was quantified as was the peak displacement. The stiffness was calculated from the slope of the linear region of the force displacement curve. With the exception of one removed specimen for the VitC +/− group, all failures occurred at the femur midshaft below the point of load application.

### Assessment of RNA expression

Total RNA from flushed and minced femoral bones or cell cultures was isolated using the Direct-Zol RNA Mini Prep Kit (Zymo Research) following the supplier’s instructions. For quantitative real-time polymerase chain reaction (rt-qPCR), cDNA was synthesized from ∼0.5 μg RNA using the SuperScript III first strand synthesis system (Invitrogen) as described by the supplier and subjected to rt-qPCR amplification using the QuantiTect SYBR-Green PCR Kit (Qiagen) and a CFX384 real time system machine (Bio-Rad) using the following conditions: 10 min 95 °C followed by 45 cycles of 30 sec at 95 °C, 30 sec at 60 °C and 30 s at 72 °C. Primers for the analyzed genes are listed in Table S1. All rt-qPCR assays were performed in triplicate and expression was evaluated using the Biorad CFX Manager 3.0 software applying the comparative quantification method^75^. For high through output next generation RNA sequencing (RNA-seq) RNA integrity was analyzed with a 2100 Bioanalyzer with an RNA 6000 kit (Agilent Technologies). RNA-Seq libraries were prepared using the Illumina TruSeq v2 library preparation kit and sequenced with paired-end 50 bp reads on an Illumina HiSeq 4000 in biological triplicates for bone tissues (femurs) and duplicates for cell-lines.

### Immunofluorescence of calvarial bone sections

Calvarial bones from 20 week old male VitC+ or VitC ± *Gulo*^−/−^ mice crossed with C57BL/6-Tg(*Dmp1*-EGFP_Topaz_)^1Ikal/J^ were fixed in 4% paraformaldehyde at 4 °C for 48 h. Next, samples were decalcified with 14% EDTA (pH 7.2) at 4 °C until complete decalcification and embedded for cryo-sectioning. Coronal plane cuts of about 30 µM were washed 3 times in PBS for 5 min before permeabilization with RPM in PBS for 2 h at room temperature. Subsequently samples were incubated in 2 N HCl for 1 h and then quickly washed once with water and twice with 100 mM Tris-HCl pH 8.0 for 10 min before blocking in 1% donkey serum (Abcam, ab7475) at 4 °C overnight. Next day, calvarial sections were incubated with a 5hmC antibody (Active Motif, #39769, 1:5,000) or normal rabbit IgG (Santa Cruz, #sc-2027, 1:100) in 1% donkey serum in PBS overnight. Sections were then washed 5 times for 5 min with PBS and incubated overnight with a goat anti-rabbit Alexa-647 conjugated secondary antibody (Thermo Fisher, #A-21245) diluted 1:400 in 1% donkey serum in PBS. Subsequently samples were again washed 5 times with PBS for 5 min before incubation with Hoechst 33258 dye for nuclear staining for 1 h. Before mounting, sections were incubated in increasing concentrations of 2,2ʹ-thiodiethanol (TDE, Sigma-Aldrich) and finally mounted in 100% TDE. All here mentioned incubation steps were performed in the dark. Laser scanning microscopy was performed with a 40x objective on a Zeiss LSM 780 microscope in conjunction with Zen blue edition software version 2.3 or Zen black edition software version 14.0 visualizing nuclei in blue, EGFP expression in green, 5hmC signal in red and bone shape by transmission. Fluorescence images are shown as maximum projections of Z-stacks of approximately 15 µM in depth using 0.4 µM imaging steps.

### Immunofluorescence of cell cultures

For 5hmC detection, cells were fixed with 4% paraformaldehyde for 20 min, for BGLAP detection, cells were fixed in ice-cold methanol at −20 °C for 10 min. Cells were then permeabilized with 0.5% Triton in 4% paraformaldehyde for 5 min at room temperature. For 5hmC detection, chromatin was denatured with 2 N HCl for 20 min and then washed twice with 100 mM Tris-HCl pH 8.0 for 5 min. Blocking was performed in 1% donkey serum (Abcam, ab7475) for 1 h. Cells were then incubated with the selected antibodies (5hmC, Active Motif, #39769, 1:5,000; BGLAP, Abcam, ab13421, 10 µg/ml) or normal rabbit IgG (Santa Cruz, #sc-2027, 1:100) in 1% donkey serum in PBS overnight and then with an appropriate secondary antibody (goat anti-rabbit Alexa-647 or goat anti-mouse Alexa-488, Thermo Fisher; A-21245 and A-11001, respectively) diluted 1:400 in 1% donkey serum in PBS for 1 h. Adipogenic lipid droplet formation was visualized with LipidSpot (Biotium) as per manufacturer’s recommendations. Image acquisition and analysis was performed with a Zeiss LSM 780 microscope or a Zeiss Axio Vert.A1 microscope in conjunction with Zen blue edition software version 2.3 or Zen black edition software version 14.0 as well as ImageJ software (National Institute of Health, Bethesda, MD).

### Dot blot analysis

DNA was extracted using a Qiagen DNA extraction kit following the manufacturer’s instructions. 1 µg of heat denatured genomic DNA (gDNA) diluted in 0.1 M NaOH/1 M ammonium acetate was spotted in 1:2 dilution steps onto a positively charged nylon membrane (Biorad) and rinsed in 2× SSC buffer followed by complete air dry and 30 min baking at 80 °C. After blocking with 5% non-fat dry milk in PBST, the membrane was immunoblotted using 5mC (Diagenode, C15200081, 1:300), 5hmC (Active Motif, 39791, 0.2 µg/ml) or 5fC (Millipore, MABE1092 FC-5, 0.5 µg/ml) antibodies diluted in 5% non-fat dry milk in PBST overnight. Next day, the membrane was washed three times with PBS for 5 min and incubated with appropriate HRP-conjugated secondary antibody (Cell signaling, 7074 and 7076, 1:5000) in 5% non-fat dry milk in PBST overnight for 1 h, washed three times with PBS and finally developed with enhanced chemiluminescence reagents (Thermo Scientific, 34095), exposed with a ChemiDoc Touch Imaging System and quantified with the corresponding software Biorad Image Lab software, version 5.2.1.

### 5hmC MeDIP-Seq

gDNA was extracted from decalcified femurs from VitC+ and VitC +/− *Gulo*^−/−^ mice (*n* = 3 per group), decalcified femurs from Ctrl or *Prrx1-Tet1/2* double KO mice (*n* = 3 per group) or from cultured VitC+ and VitC- MC3T3-E1 cells (*n* = 2 per group) using a Qiagen DNA extraction kit following manufacturer’s instructions. gDNA was then sonicated with a Bioruptor Pico (Diagenode, Seraing, Belgium) at a concentration of 10 ng/μl for 15 cycles of 30 sec on and 30 sec off to an average fragment size of 300 bp. After sonication, gDNA was concentrated using Amicon Ultra centrifugal filter units (Millipore). 4 µg of gDNA was heat denatured and pre-incubated with 4 µg of anti-5hmC antibody (Active Motif, 39791) or 2.5 µg of control rabbit IgG (Santa Cruz, sc-2027) for 3 h before adding protein G Dynabeads (Thermo Fisher) and incubation on a rotator at 4 °C overnight. Beads-antibody-DNA complexes were captured and washed on a magnetic rack and then 5hmC enriched DNA fragments were eluted from the beads, purified with the ssDNA/RNA Clean & Concentrator Kit (Zymo Research) and quantified using Qubit ssDNA High Sensitivity assay (Thermo Scientific). The libraries were prepared by the ACCEL-NGS® 1 S Plus DNA library kit (Swift Bioscience, MI, Ann Arbor) following manufacturer’s instructions and sequenced to 51 base pairs from both ends using the Illumina HiSeq 4000 instrument at the Mayo Clinic Medical Genome Facility Sequencing Core.

### Cell cultures

All cell cultures received media changes at three-day intervals and were maintained at 37 °C in a 5% CO_2_ humidified atmosphere. Primary cultures of mouse bone marrow stromal cells (mBMSCs) were isolated from 20 week old VitC +/− Dmp1-EGFPTopaz/*Gulo*^−/−^ mice using established protocols^76^. Briefly, bone marrow was flushed from femurs and tibias and cells were collected and plated and expanded in Vitamin C free αMEM (Gibco) cell culture media supplemented with 10% FBS and 1% penicillin-streptomycin (Gibco). Primary cultures of human bone marrow stroma cells (hBMSCs) from multiple donors were purchased from Lonza (PT-2501) and expanded in Vitamin C free αMEM (Gibco) cell culture media supplemented with 10% FBS and 1% penicillin-streptomycin (Gibco), all experiments were performed with cells at passage 3. For osteogenic differentiation, cells were seeded at 20,000 cells/cm^2^ and cultured for the indicated times with or without Vitamin C (50 µg/ml) and with 4 mM β-glycerophosphate (βgp). Inhibition of collagenous extra cellular matrix (ECM) deposition was achieved by treating the cells with 12.5 μM of 1,4-DPCA as this concentration ECM deposition is similar to Vitamin C free conditions.

For adipogenic differentiation, after seeding at 20,000 cells/cm^2^, BMSCs were cultured with or without increasing concentrations of Vitamin C in high‐glucose DMEM supplemented with 10% FBS and 1% pen-strep, 0.86 µM human insulin, 0.25 µM dexamethasone, and 5 mM isobutylmethylxanthine (IBMX; all Sigma) for the first 4 days. Thereafter, cells were cultured without dexamethasone or IBMX in the media.

Calvarial mouse pre-osteoblastic MC3T3-E1 cells (ATCC CRL-2593, subclone 4) were propagated in Vitamin C free αMEM supplemented with 10% FBS and 1% penicillin-streptomycin (Gibco). For experiments, cells were seeded at a density of 10,000 cells/cm^2^ and cultured for the indicated times with or without Vitamin C (50 µg/ml) and 4 mM βGP. For inhibition of DNMTs, cells were treated with 100 µM RG108 (Tocris) and for inhibition of αKGDDs, MC3T3-E1 cells as well as primary mouse BMSCs were treated with 20 mM (**2** L)-**2**-Hydroxyglutaric Acid Octyl Ester Sodium Salt (2-L-HG, Toronto Research Chemicals). For antioxidant experiments, mBMSCs were treated with 3 mM N-acetyl-cysteine (NAC; Santa Cruz biotechnologies).

The murine osteoblast to osteocyte-like MLO-A5 cell line (a generous gifted from Dr. Lynda Bonewald, Indiana University School of Medicine) was maintained on collagen coated plates (0.15 mg/ml rat tail type I collagen) using Vitamin C free αMEM supplemented with 5% FBS and 5% CS and penicillin-streptomycin (Gibco). For differentiation purposes, cells were seeded on collagen coated plates at 10,000 cells/cm^2^ in αMEM supplemented with 10% FBS and penicillin-streptomycin (Gibco), 50 µg/ml Vitamin C and 4 mM βgp and cultured for the indicated periods.

### Stable gene knock down by shRNA and viral particle generation

HEK293 packaging cells (ATCC, CRL-1573) were co-transfected with MISSION TRC2-pLKO-puroR vectors (Sigma; empty vector control (EVCtrl)), scramble shRNA (NegCtrl) or shRNAs against *Tet1*, anti *Tet2*, anti *Tet3*, *Kdm4a*, *Kdm4b*, *Kdm4c*, *Kdm6a*, *Kdm6b* and *Jhdm1d*, packaging plasmid psPAX2 (Addgene plasmid #12260) and envelope plasmid pMD2.G (Addgene plasmid #12259) with Fugene transfection reagent (Promega). Lentiviral supernatants were collected at 48, 72, and 96 h. mBMSCs, MC3T3-E1 and MLO-A5 cells were transduced three times by spin infection with lentiviruses with a time gap of 24 hr. Cells expressing puroR were selected by treatment with puromycin (Santa Cruz) after the third infection. Efficiencies of shRNA knockdowns were tested beforehand by rt-qPCR and the two most efficient shRNAs were selected for experiments.

### Endogenous gene overexpression

Endogenous TET2, KDM4A, KDM4B, KDM4C, KDM6A, KDM6B and JHDM1D overexpression was induced using a gRNA directed, tetracycline inducible dCas9-VP64 system (Addgene plasmids #50916, #50920) in MC3T3-E1 cells. For each gene, a screen of 5 or more promoter binding gRNAs was performed and the two gRNAs showing the highest induction activity were chosen for further experiments, as negative control the empty backbone plasmid was used (#50920). Viral particles generation and cell transduction were performed as described above, gRNA sequences are listed in Table S1.

### Alkaline phosphatase (ALPL) activity

ALPL activity was determined in relation to total DNA present in samples as a surrogate for cell number. Cells were washed with PBS and frozen in 1 mM Tris–HCl buffer (pH 8.0) containing 0.1 mM EDTA. During thawing, DNA content was determined using 1 μg/ml Hoechst 33258 dye (Polysciences, Warrington, PA). After incubation of 15 min at room temperature, the fluorescence intensity was measured (excitation 360, emission 465 nm). The amount of DNA was estimated using a standard curve prepared from calf thymus DNA (Roche). ALPL activity was quantified with p-nitrophenylphosphate (2.5 mg/ml in 0.1 M diethanolamine buffer [pH 10.5], 150 mM NaCl, 2 mM MgCl_2_) by incubation of the cells for 15 min at room temperature and measurements were referenced to a standard curve prepared from calf intestinal ALP (Roche). Absorption was measured in a microplate reader at 405/490 nm (Tecan) and the instrument’s software Magellan version 7.2. ALPL activity was expressed as arbitrary units per milligram DNA and referenced to fold change to control.

### Extra cellular matrix quantification and visualization by Picro Sirius Red staining

Cultured cells were dislodged from the extracellular matrix (ECM) using 0.5% sodium deoxycholate in PBS for 20 min at 4 °C. The remaining ECM was thoroughly washed with PBS and ECM collagen staining was performed by Picro Sirius Red staining as shown before^77^. Fluorescence quantification of Picro Sirius Red stained ECM collagen matrix was performed on a multi-plate reader (Tecan) at 535 nm/633 nm using the instruments software Magellan version 7.2. Visualization of ECM collagen structure was performed by laser scanning microscopy on a Zeiss LSM 780 instrument (561 nm/628 nm) in conjunction with Zen blue edition software version 2.3 or Zen black edition software version 14.0.

### Collagen crosslinking

After 7 days in culture MC3T3-E1 cells were washed with ice cold PBS and fixed in 75% ethanol. Cell pellets were used for spectroscopic analysis by FTIR Imaging for the determination of pyr/divalent collagen cross-link ratio. The pellets were transferred onto barium fluoride windows, where they were air-dried. Following this, spectra were obtained in transmission with a Bruker (Germany) Equinox 55 spectrometer coupled to a Bruker Hyperion 3000 FTIR microscope equipped with a motorized stage (±1 μm) and a 15× objective. The spectra were baseline-corrected in the amide I and II spectral area (∼1500–1700 cm^−1^); water vapor was subtracted and then subjected to second derivative spectroscopy and curve fitting routines as described elsewhere. The collagen cross-link ratio was determined as previously described^78^.

### Assessment of ECM mineralization by Alizarin Red staining

Cells subjected to Vitamin C dependent osteogenic differentiation were fixed for 20 min in 4% paraformaldehyde and mineralization was measured by Alizarin Red S stain (Sigma-Aldrich). Mineralization deposits were quantified by digital image analysis using ImageJ.

### Assessment of fat droplet formation by Oil Red O staining

After cell culture, cells were rinsed twice with PBS and then fixed with 4% paraformaldehyde in PBS for 20 min at room temperature. Thereafter fixed cells were rinsed three times with distilled water and incubated with 2% Oil Red O (Sigma) in 60% isopropanol solution for 30 min. Subsequently, cells were rinsed five times with distilled water and dried for 10 min at 32 °C. Finally, Oil Red O stain was extracted with isopropanol and absorbencies were measured at 490 nm with a multi-well plate reader (Tecan) together with the instrument’s software Magellan version 7.2.

### Assessment of Colony forming cell units (CFU)

BMSCs were isolated from 20-week-old VitC supplemented (VitC+) or from week 15 to week 20 VitC deprived (VitC ±) *Gulo*^−/−^ mice as described above and seeded at a density of 150,000 cells/cm^2^ into 6 multiwell-plates. Colony formation assay was performed by using the MesenCult™ Expansion Kit following manufacturer’s recommendations. After 14 days of culture, cells were fixed in 4% PFA and stained with a solution of 0.5% crystal violet and 25% methanol in 1x PBS for 2 h. To remove staining excess wells were rinsed with tap water for at least 5 times. Images were digitalized and colonies were analyzed using the ImageJ software.

### Western blot analysis

Cell cultures were washed three times with ice cold PBS and lysed in SDS buffer (3% SDS v/v in 0.25 M Tris pH 6.8). Total protein amounts were quantified by BCA protein assay (Sigma-Aldrich) and protein concentrations were equalized between the samples subsequently. For protein separation on SDS-PAGE 8% or 11% Bis-Tris gels, 8 µg protein/sample were mixed with Loemmli buffer, boiled at 95 °C for 5 min and resolved on the gel. Proteins were transferred to a nitrocellulose membrane and subsequently Ponceau S stain was performed to monitor equal protein loading between the samples. Membranes were then blocked in 5% skimmed milk in TBST for 1 h and further incubated with primary antibody overnight (H3K9me3, Active Motif, 39062, 1:3000; H3K27me3, Cell Signaling, 9733, 1:1000; TET1, Genetex, GTX124207, N3C1, 1:1000; TET2, Abcam, ab124297, 1:250; KDM4C, Novus Biologicals, NBP1-49600, 1:10000; KDM6A, Novus biologicals, NBP1-80628, 0.1 µg/ml; GAPDH, Cell signaling Technology, 5174, 1:1000; total histone 3, Millipore-Sigma, 06-755, 1:5000). Next day, membranes were washed 3 times with TBST and incubated with anti-rabbit horseradish peroxidase-conjugated secondary antibody (Cell signaling, 7074, 1:5000). Proteins were visualized using enhanced chemiluminescence reagents (Thermo Scientific, 34095), exposed with a ChemiDoc Touch Imaging System (Biorad). Data acquisition and analysis was performed with the Biorad Image Lab software, version 5.2.1. Uncropped Western blot scans for the Main Figures are available as a Source Data File and uncropped Western Blot scans for the Supplementary Figures are provided at the end of the Supplementary Information file.

### *Dmp1* promoter activity assessment in differentiating BMSCs

Cells from 20 week old VitC ± Dmp1-EGFPTopaz/*Gulo*^−/−^ mice were isolated from long bones and seeded at a density of 20,000 cells/cm^2^ as described above. EGFPTopaz signal in living cells was measured and quantified using a multiplate reader (Tecan) at 37 °C and 5% CO_2_ every five days from day 35 to day 50. Fluorescence signal was subtracted to media only control wells. Data analysis was performed with the Tecan Magellan software version 7.2

### RNA-seq data analysis

Raw reads from RNA-seq experiments were assessed for run quality using fastqc version 0.72, followed by alignment to reference genome (mm10 for mouse and hg19 for human) using RNA STAR Galaxy version 2.6.0b-1 using default settings. Differential gene expression analysis was performed using featureCounts Galaxy version 1.6.3 and DESeq2 Galaxy version 2.11.40.2. Fragments per kilobase of exon per million mapped fragments (FPKM) was performed by cufflinks v2.2.0. Hierarchical clustering was executed with Morpheus (Broad Institute, https://software.broadinstitute.org/morpheus) using Euclidean distance as metric. For the definition of Bone60 and Fat76 gene-sets as well as tor the comparison of the transcriptomes between mESCs and mBMSCs, raw-files from publically available RNA-Seq datasets from different human and/or control wildtype mouse tissues or cells (table S2) were downloaded from the NCBI-SRA database, assessed for read quality with fastqc version 0.72 and analyzed by organism as described above. To further normalize for possible batch effects between the samples, RUVSeq (Galaxy Version 1.26.0) was applied in conjunction with DESeq2. Bone or fat tissue-related gene-sets as defined by DESeq2 and including already well-known bone and fat related genes, were then compared between human and mouse and only genes found in both organisms were selected for the final gene-sets. The generated gene-sets were then used for gene-set enrichment analysis (GSEA) and other studies. GSEA analysis was performed with GSEA version 4.0.1 (Broad Institute) using RNA-Seq datasets from femurs from 20 week old VitC+ and VitC ± *Gulo*^−/−^ mice (*n* = 3 per group).

### 5hmC MeDIP-seq data analysis

Raw reads from 5hmC MeDIP-seq (hMeDIP-seq) experiments were assessed for quality using fastqc version 0.72, followed by mapping to reference genome (mm10) using BWA Galaxy version 0.7.15.1 with standard settings and pooled (*n* = 3 per group) peak calling was performed with MACS2 callpeak version 2.1.0.20140616.0 with standard settings including a minimum FDR cutoff of 0.05. Peak size and location was visualized with IGV version 2.3.92.MAYO by overlaying the tracks and using group auto-scale for comparable visualization of both groups. Peak number around transcriptional start sites (TSS, ±30 kbp) was calculated in 2500 bp bins and 5hmC intensity around TSS (±3 kbp) and over to 4 kbp normalized gene bodies as well as genomic 5hmC distribution was assessed with CEAS software (Version1.0.0, Cistrome, Liu Lab). To assess significantly different peak binding between two experimental groups, peak files (MACS2) from single hMeDIP-seq runs were analyzed with DiffBind Galaxy version 2.6.6.4 or 2.10.0 using standard settings. Super-enhancer (SE) like analysis on 5hmC peak distribution was performed by using the package ROSE and the software NaviSE^79^. Gene-ontology analysis for gene loci near 5hmC positive cis-regulatory distal intergenic regions was performed using GREAT version 3.0.0 (Bejerano Lab, Stanford)^80^. The top 10% (9502 significant peaks in VitC +/− versus VitC+ *Gulo*^−/−^ mice) of the most significantly (FDR, DiffBind) decreased 5hmC peaks were used for the analysis.

### ChIP-seq assays and ChIP-Seq data analysis

Raw-files from publically available H3K27ac ChIP-Seq datasets from wildtype mice BMSCs differentiated into osteoblasts for 21 days (Table S2, *n* = 2) were downloaded from NCBI-SRA database. For H3K9me3 and H3K27me3 ChIP-seq assays and analysis, MC3T3-E1 cells were seeded at 20,000 cells/cm^2^ in 10 cm dishes in duplicates and treated with or without VitC for 7 days. Thereafter, cells were fixed with 1% paraformaldehyde (PFA) for 10 min and then subjected to ChIP-Seq using a rabbit anti-H3K9me3 antibody (Diagenode, C15410056) or a rabbit anti-H3K27me3 antibody (Cell Signaling Technology, 9733BC, C36B11) in the Mayo Clinic Epigenomics Development Laboratory as described before^81^. The ChIP-seq libraries were sequenced to 51 bp from both ends on an Illumina HiSeq 4000 instrument in the Mayo Clinic Medical Genomics Core Facility. Raw ChIP-Seq files were assessed for read quality with fastqc version 0.72 and mapped to the mouse genome (mm10) as described above. Peak calling was performed with MACS2 callpeak version 2.1.0.20140616.0 using broad peak settings and including a minimum FDR cutoff of 0.05. To assess significantly different peak binding between two experimental groups, peak files (MACS2) from single ChIP-seq runs were analyzed with DiffBind Galaxy version 2.6.6.4 or 2.10.0. Peak size and location was visualized with IGV version 2.3.92.MAYO using group auto-scale for comparable visualization of all shown groups. Peak number around transcriptional start sites (TSS, ± 30 kbp) was then calculated in 2500 bp bins and peak intensity around TSS (±3 kbp) and over to 4 kbp normalized gene bodies as well as genomic peak distribution was assessed with CEAS software (Version1.0.0, Cistrome, Liu Lab). Gene-ontology analysis for gene loci near H3K9me3 and H3K27me3 positive cis-regulatory distal intergenic regions was performed using GREAT version 3.0.0 (Bejerano Lab, Stanford)^60^. The most significantly (FDR, DiffBind) increased H3K9me3 or H3K27me3 peaks in after VitC treatment were used for the analysis. For H3K27ac sequencing files, super enhancer analysis was performed by using the package ROSE as described above. Overlapping SE between 5hmC SE from VitC treated MC3T3-E1 cells (D28) and H3K27ac SE from BMSCs were filtered with Bedtools (version 2.29) using a minimum overlap of 50%.

### Statistics and reproducibility

The vast majority of statistical data analysis and figure generation was performed with GraphPad Prism software, version 8. Statistical analysis for RNA-Seq datasets was performed by DeSeq2 Galaxy version 2.11.40.2. All experiments were performed at a minimum of independent biological and/or experimental triplicates as indicated in the figures and figure legends. Where representative pictures are shown, pictures showing similar results were taken from at least three independent experiments.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The raw and processed RNA-Seq, MeDIP-Seq and ChIP-Seq data-sets generated in this study have been deposited in the GEO database under accession code GSE138854. All other data generated in this study are provided in the Supplementary Information files and the Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Vitamin C epigenetically controls osteogenesis and bone mineralization
**Source:** Nat Commun. 2022 Oct 6;13:5883. doi: 10.1038/s41467-022-32915-8
**Supplement:** Supplementary file 4 — Source Data

## Slide 1
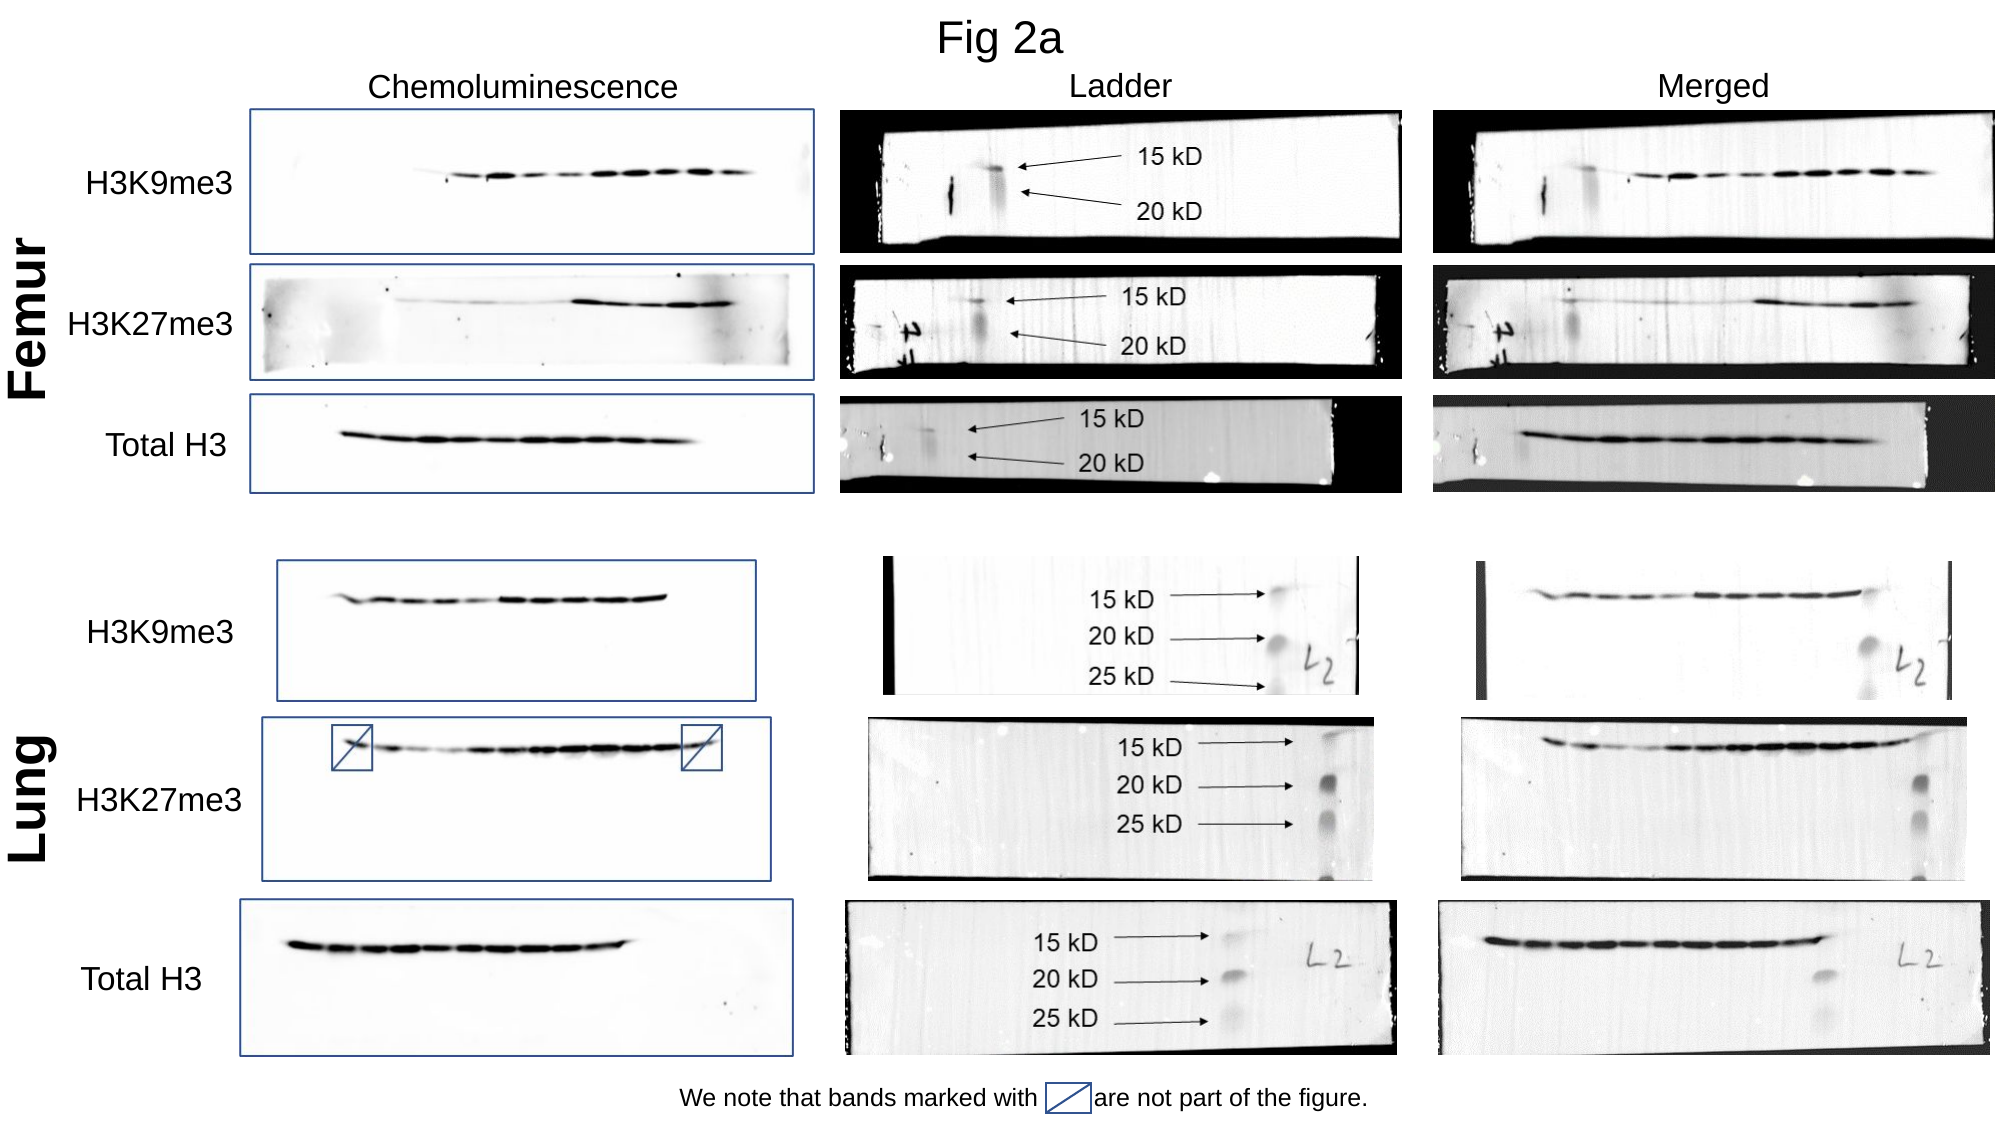

Fig 2a
Merged
Ladder
Chemoluminescence
H3K9me3
Femur
H3K27me3
Total H3
H3K9me3
Lung
H3K27me3
Total H3
We note that bands marked with are not part of the figure.

## Slide 2
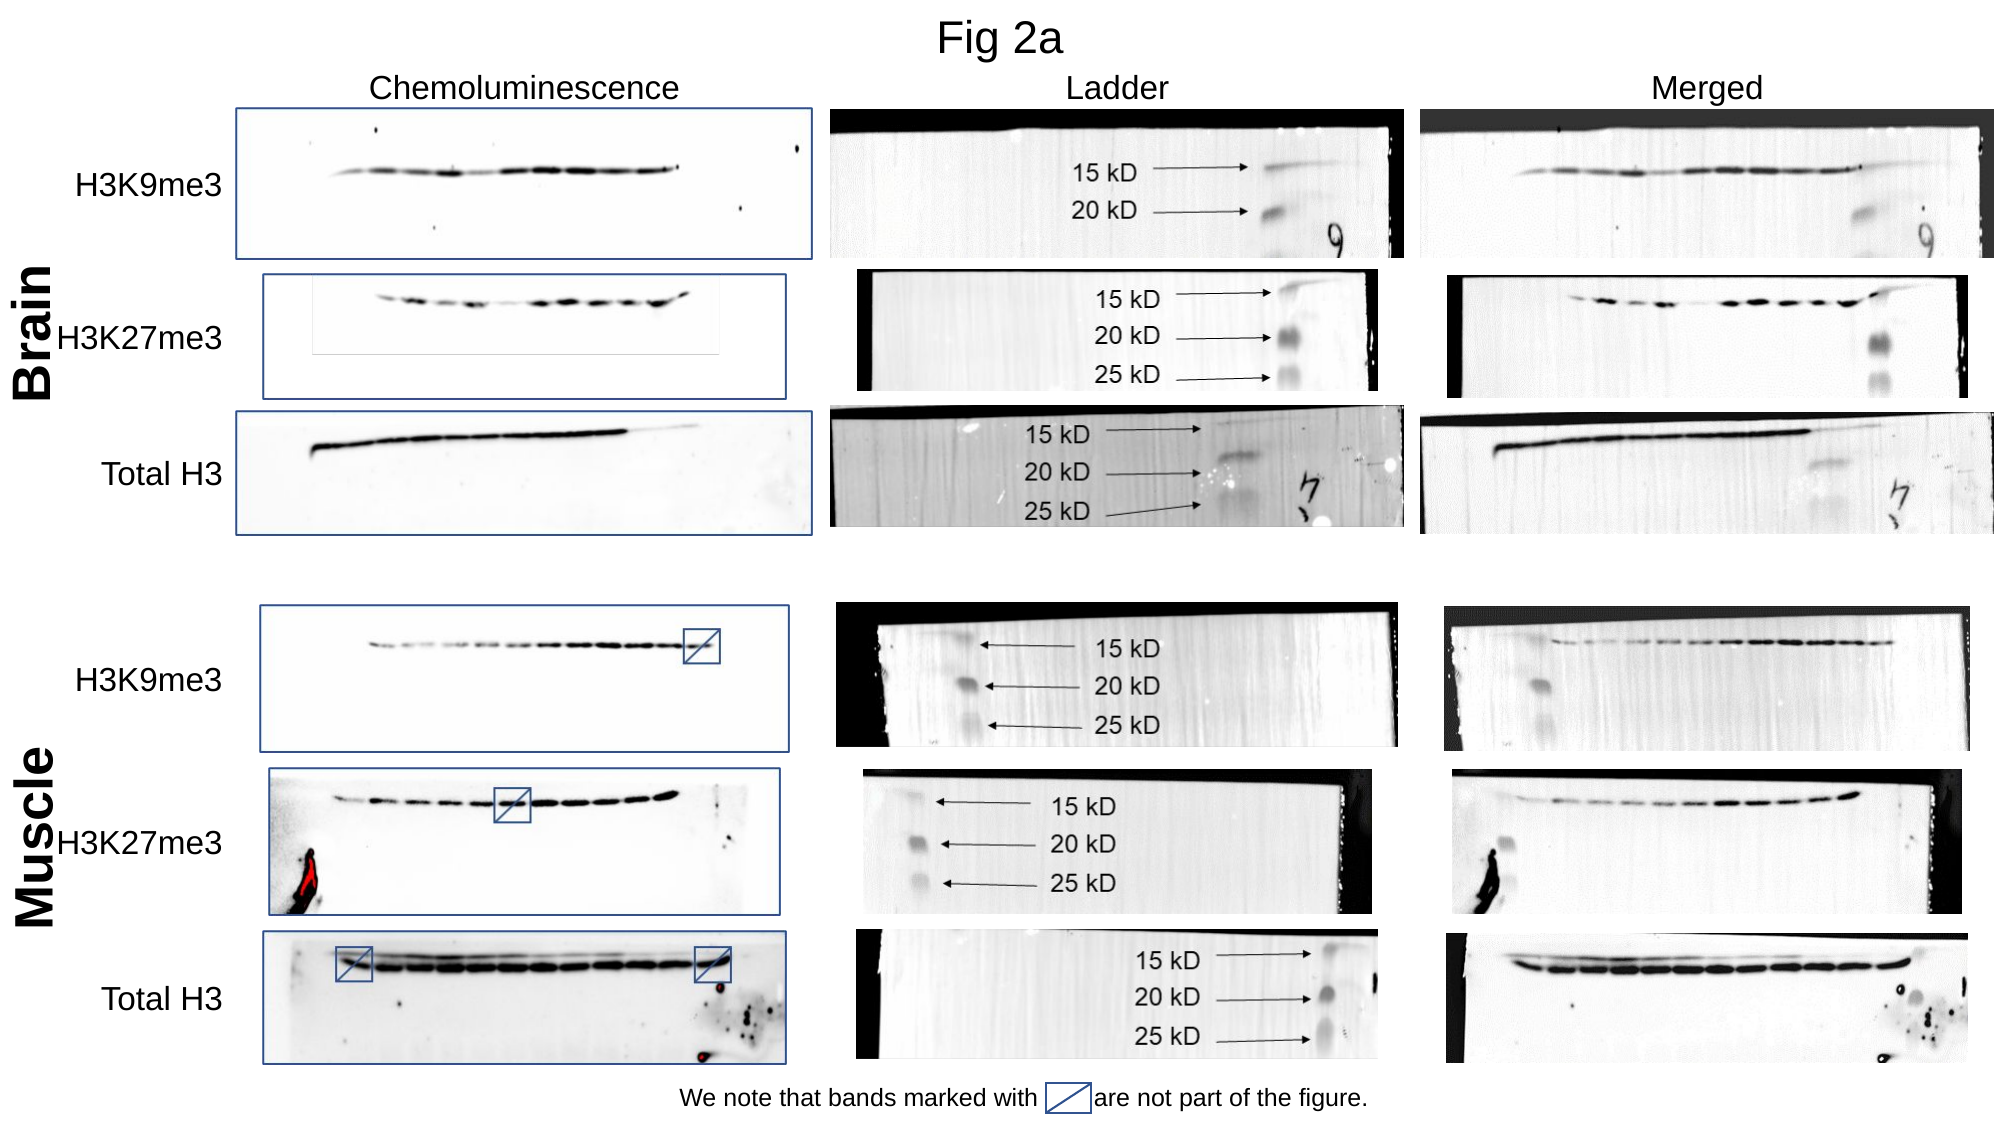

Fig 2a
Merged
Ladder
Chemoluminescence
H3K9me3
Brain
H3K27me3
Total H3
H3K9me3
Muscle
H3K27me3
Total H3
We note that bands marked with are not part of the figure.

## Slide 3
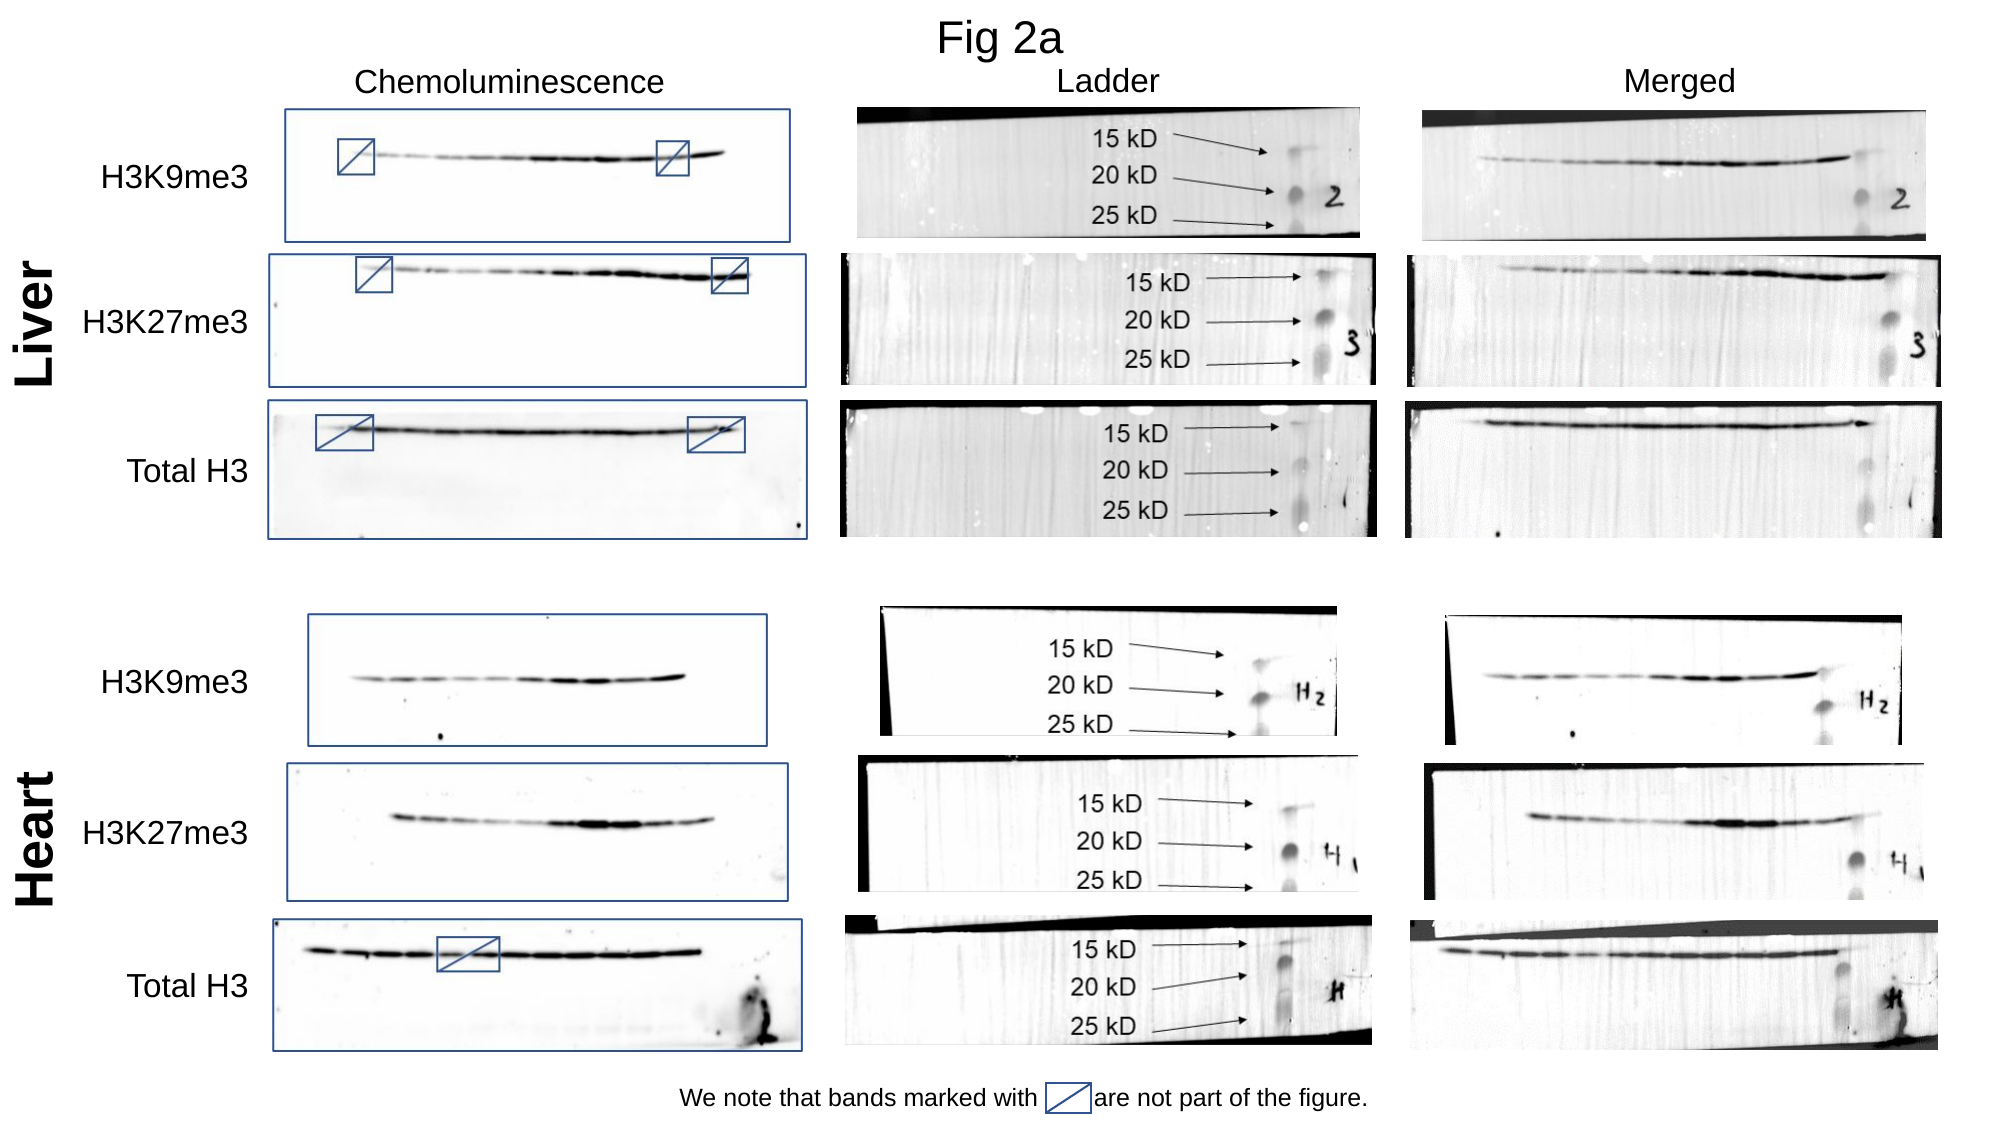

Fig 2a
Merged
Ladder
Chemoluminescence
H3K9me3
Liver
H3K27me3
Total H3
H3K9me3
Heart
H3K27me3
Total H3
We note that bands marked with are not part of the figure.

## Slide 4
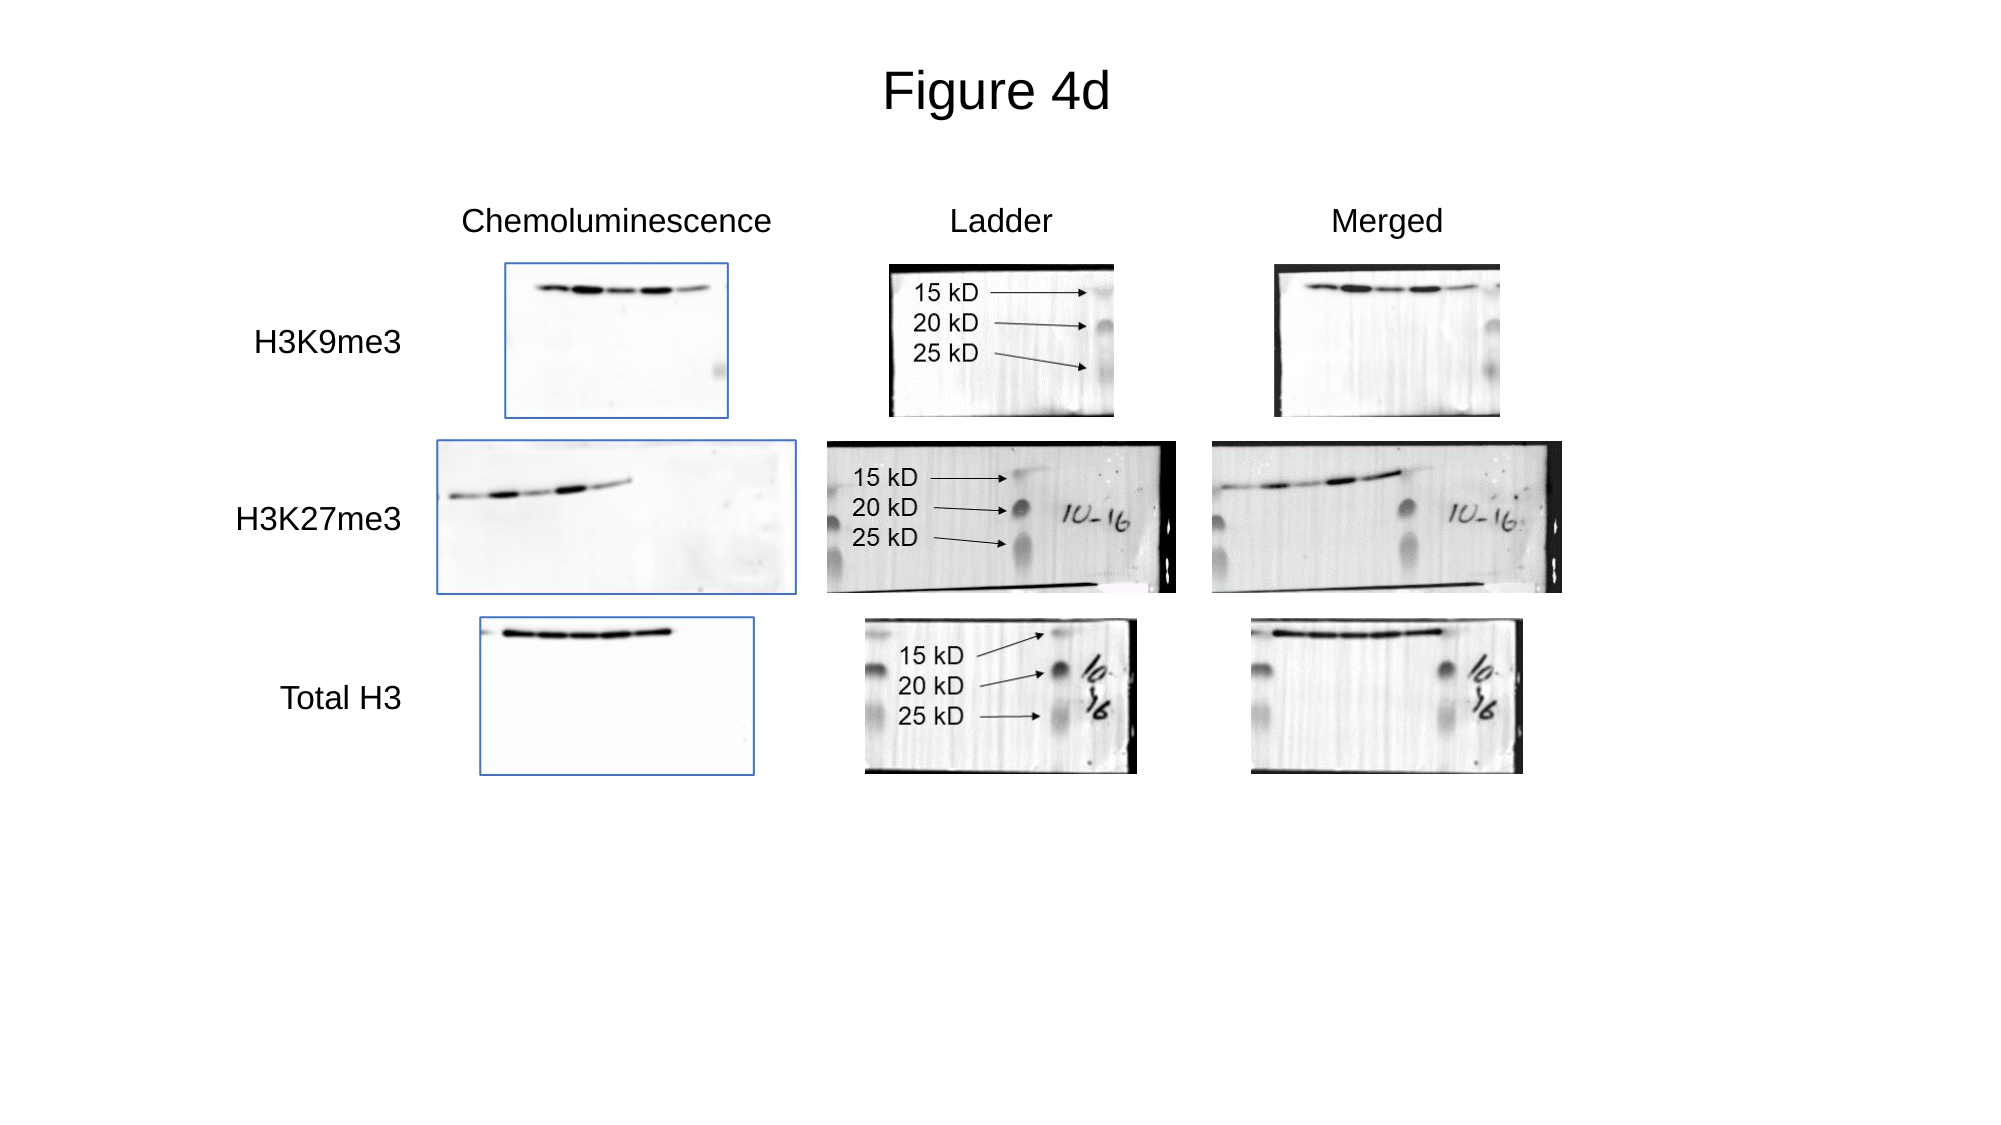

Figure 4d
Chemoluminescence
Ladder
Merged
H3K9me3
H3K27me3
Total H3

## Slide 5
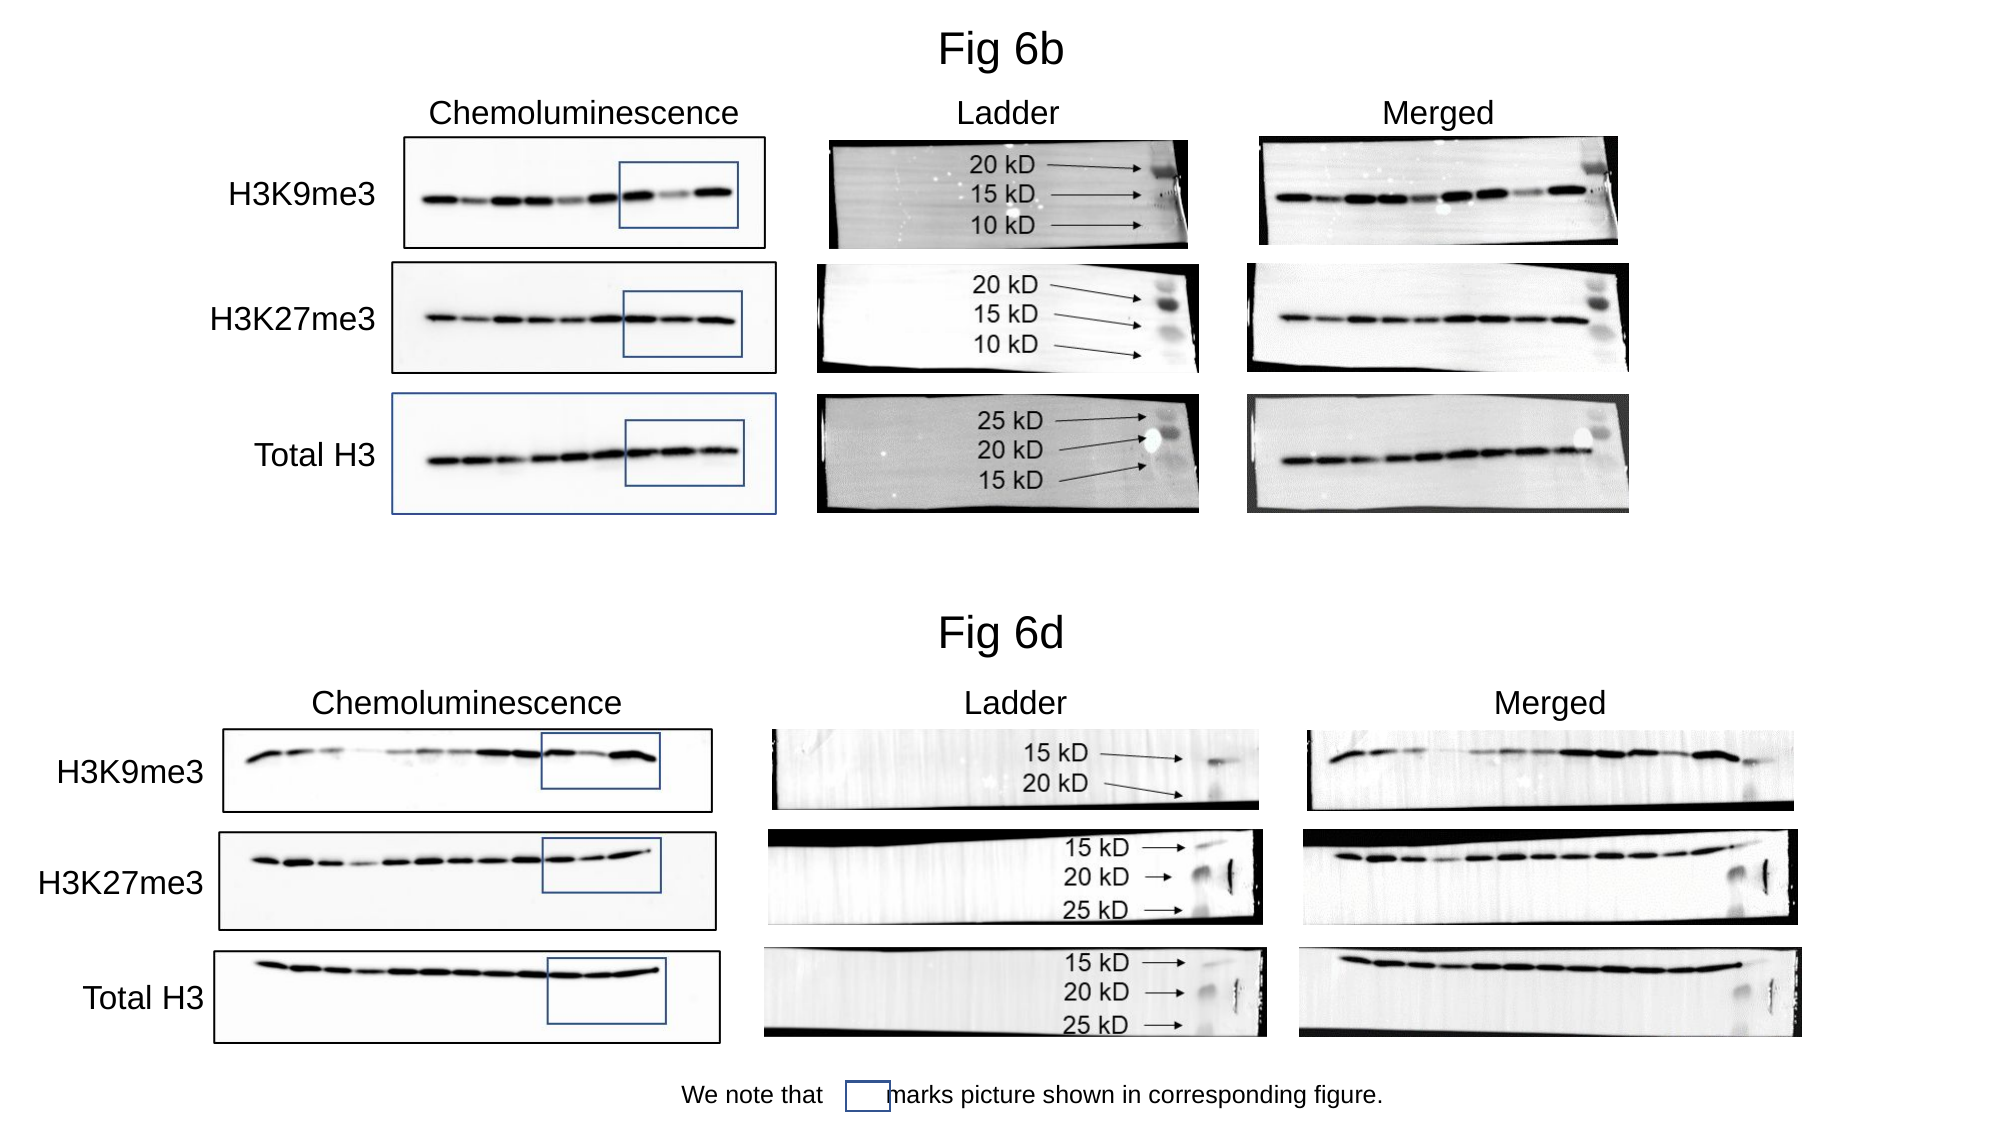

Fig 6b
Chemoluminescence
Ladder
Merged
H3K9me3
H3K27me3
Total H3
Fig 6d
Chemoluminescence
Ladder
Merged
H3K9me3
H3K27me3
Total H3
We note that marks picture shown in corresponding figure.

## Slide 6
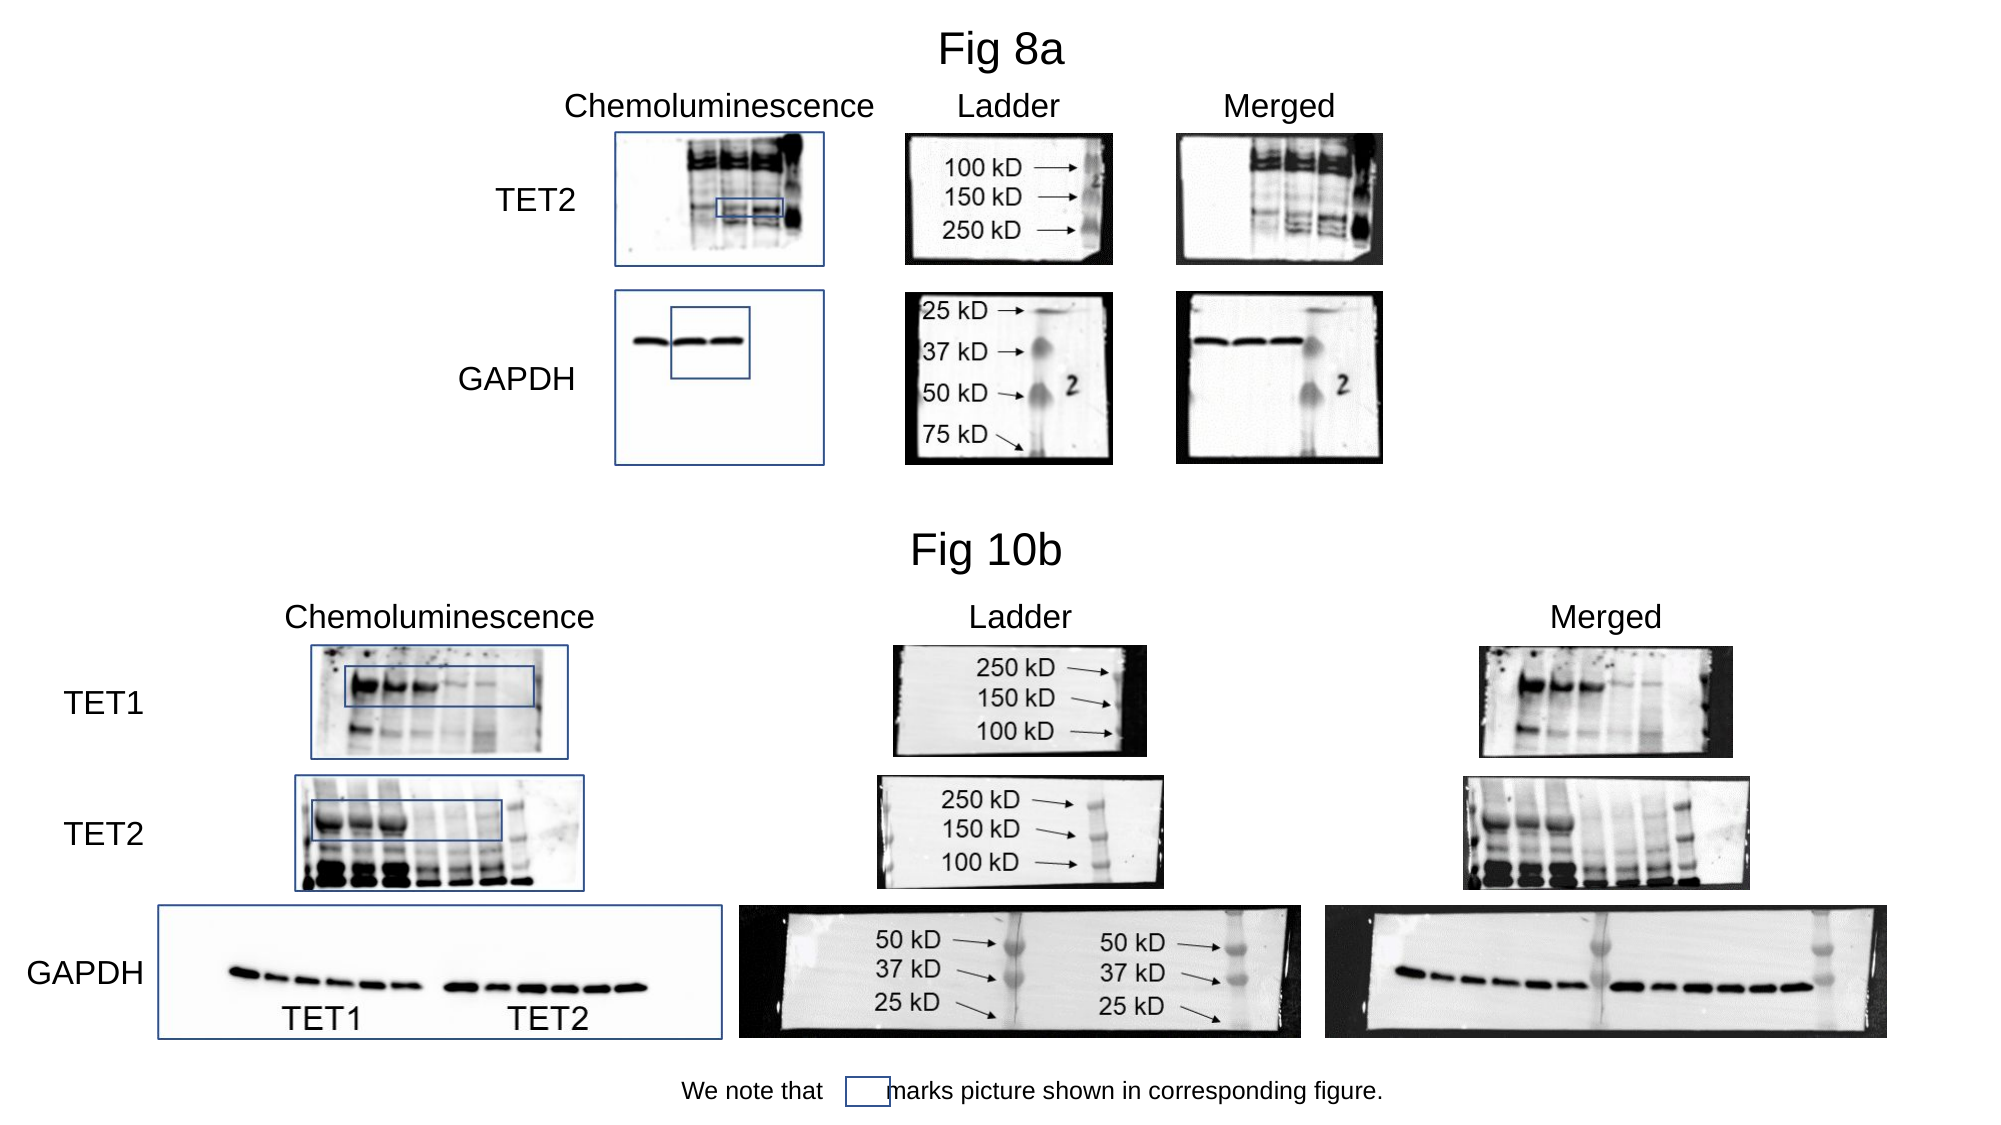

Fig 8a
Chemoluminescence
Ladder
Merged
TET2
GAPDH
Fig 10b
Chemoluminescence
Ladder
Merged
TET1
TET2
GAPDH
We note that marks picture shown in corresponding figure.

How the deposited data were processed for this re-analysis (not part of the article)

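Femoral bone of WT, VitC+ and VitC+/- mice was measured by RNA-seq, with 3 libraries per group. Femurs of mice labelled Ctrl, Tet1 cKO, Tet2 cKO and Tet1/2 cKO gave 12 further RNA-seq libraries. Peak lists of hMeDIP-seq cover VitC+, VitC+/-, Ctrl and Tet1/2 cKO femurs and MC3T3-E1 cells with and without VitC, and peak lists of H3K27me3 and H3K9me3 ChIP-seq cover MC3T3-E1 cells. Input DNA, H3K27ac data and mRNA levels of cell lines were not used here.

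For the VitC femurs, the authors aligned reads to mm10 with STAR and deposited RPKM values per library. The normalized count signal of the Tet femurs was made by the authors from gene counts divided by DESeq2 size factors. Fold enrichment of each peak is the ratio over the local background that MACS2 gave the authors after mapping with BWA. The -log10 p and -log10 q values of the peaks are also as deposited by the authors from MACS2, and the deposited pileup height at the summit is a signal that exists for MC3T3-E1 5hmC lists only. The methods of the paper state an FDR of 0.05 for the peaks. In the histone lists the lowest -log10 q is 1.01, so these lists, used as deposited, also hold peaks above this FDR.

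A test on counts with edgeR had been chosen for the VitC femurs. The values are RPKM, so limma with a trend was used instead, on log2 values after median-of-ratios scaling and a pseudocount of 0.5. Of the 23358 entries per library, 69 share a gene name with another entry, under 26 names. Genes with an RPKM of at least 1 in 3 libraries were tested. In the Tet femurs, genes with a normalized count of at least 10 in 3 libraries were tested with limma on log2 values with a pseudocount of 1. All libraries of an experiment share 1 estimate of the spread, and p-values were adjusted after Benjamini and Hochberg with a threshold of 0.05. Whole reads could be recovered from the normalized counts for edgeR and DESeq2 as alternatives, but for Tet1 cKO replicate 3 the divisor is close to 1 and the values could not be told from rounded ones, so this library was left out of those 2 tests.

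In simulated data with 200 changed genes, limma recovered 95.5% of them with 11 false calls in VitC+/- against VitC+, and 94.0% with 9 false calls in VitC+/- against WT. With no changed gene, it made 0 calls in WT against VitC+. In Tet1/2 cKO against Ctrl, limma recovered 74.0%, edgeR 69.0% and DESeq2 88.5%, with 11, 4 and 85 false calls in this order.

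Bone60 genes were taken from the source data of the paper. Lists of marker genes (osteoblast and osteocyte, adipocyte, B-cell precursor, neutrophil, erythroid, skeletal muscle, osteoclast, megakaryocyte, chondrocyte, fibroblast, interferon response, sex and VitC-dependent dioxygenases) were written by hand after the source data had been read and were tested with camera (limma), with fry as the alternative. Bone60 holds 18 of the 24 osteoblast genes and 2 of the 10 osteoclast genes. Bone60 was chosen by the authors and related to these libraries in the paper, so a count adjusted over it alone is not independent evidence. Genes named in passages are among those that the paper names for these experiments, and the 3 largest falls and rises of VitC+/- against VitC+ among genes past the threshold with groups that do not overlap and a mean of at least 10 RPKM in the higher group. For Tet1/2 cKO against Ctrl no gene was past the threshold, so none was added. Outside this rule, Scd1 is named as a gene of the adipocyte list, and Myh4, Tdg and Tdg-ps2 are named in the closing section.

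Peaks have no replicates, so no test between groups was made. A peak is near a gene when its midpoint is within 30 kb of the transcription start site, shared when it overlaps by at least 1 bp, and distal when more than 3 kb outside every gene. In ratios of covered length, 1000 bp were added to each length. Lists were compared with 10000 random lists of genes with similar peak numbers, or 2000 lists of similar gene length. The background of a list was computed from fold and p-value of up to 20000 peaks. The peak steps were tested on simulated peaks, where a direct count gave the same number for 50 of 50 genes.

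Alternatives changed the scaling, the filter, the pseudocount, the libraries in the fit, the replicate block, the test, the peak threshold, the overlap, the window, the measure of peaks and the gene annotation, and left out each library in turn. Computations used R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.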

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

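The camera tests of the marker lists, the limma tests of the groups and their interaction, the fits without 1 library and the split of the erythroid list had been planned, and the other tests in this part were chosen only after the result was seen.

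The paper discusses bone and fat tissue genes in VitC-deficient femurs, and lists of other genes passed under camera too. Besides the 2 lists described here, the osteoclast, chondrocyte, neutrophil, megakaryocyte, erythroid and VitC-dependent dioxygenase lists passed. Among interferon response genes 16 of 17 genes were lower, with a median log2 fold change of -1.54 (limma camera adjusted p = 1.7e-12). Among B-cell precursor genes 12 of 13 genes were lower, with a median log2 fold change of -1.98 (limma camera adjusted p = 2.0e-07). In 1 of the 10 splits of the 6 samples, the real split, the interferon median was as large, and in 1 of the 10 splits the B-cell precursor median was. With 3 against 3 libraries this share cannot be smaller.

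The scaling of the libraries was weighed first. Over 3 other scalings, the median of either list nearest to 0 was -1.43, which argues against the scaling as the cause. In units of 1e6 reads, the VitC+/- libraries had 35.0, 31.2 and 47.6 and the VitC+ libraries 34.3, 37.6 and 45.0. Without VitC+/- replicate 2, the library with the fewest reads of these 6, the median of either list nearest to 0 was -1.44, although the other VitC+/- libraries are on average deeper than the VitC+ libraries. This argues against a lower depth of the VitC+/- libraries as the cause.

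A lower share of marrow cells goes with the lower medians of neutrophil (-0.97, 13 of 13 genes lower) and megakaryocyte genes (-0.91, 7 of 7 lower). With 1 library left out, these medians went from -1.41 to -0.46 for neutrophil and from -1.15 to -0.55 for megakaryocyte genes. Erythroid genes had a median of 0.41, with a spread between replicates of 0.23, which argues against an equally lower share of all marrow cells as the whole cause. In 3 of the 10 splits of the 6 samples the erythroid median was as large, so a rise of erythroid genes is not shown. Without VitC+ replicate 2 it was 0.24. A lower share of some marrow cells stays open. A change in B-cell precursors or in interferon signalling under VitC deficiency, and infection or housing of single groups of mice, stay open and were not tested.

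In the libraries labelled Tet1 cKO and Tet2 cKO, the genes past the threshold were Tdg and its pseudogene Tdg-ps2, 2 genes in each group. In Tet1 cKO, Tdg had a log2 fold change of -2.25 (limma adjusted p = 0.00858) and Tdg-ps2 of 4.69 (limma adjusted p = 0.00858). In Tet2 cKO, the values were -2.15 and 4.75. In Tet1/2 cKO neither was past the threshold, and the interaction of the 2 knockouts was 4.38 for Tdg (limma adjusted p = 0.000345) and -9.03 for Tdg-ps2 (limma adjusted p = 0.000358). These were the 2 genes past the threshold in the interaction. They stood out because their effects differ between the groups. Of 100 splits of the 12 samples, 2 gave as many genes past the threshold in the interaction, the real one and another with 844 genes, so the number of genes alone carries little weight. As many genes were found in 1 of the 10 splits of 6 samples for Tet1 cKO and 1 of the 10 for Tet2 cKO. Without Tet1 cKO replicate 1, 0 genes passed in Tet1 cKO, and without Tet2 cKO replicate 2, 0 in Tet2 cKO.

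The share of Tdg in the sum of both genes lay between 95.2 and 97.5% in Ctrl, between 15.7 and 22.7% in the 6 single cKO libraries and between 90.6 and 97.1% in Tet1/2 cKO. The sum changed by at most 0.21 on the log2 scale, with a replicate SD of 0.16. This is consistent with reads of Tdg being counted on the pseudogene in the single cKO libraries. In the interaction, 9.33% of 75 pseudogenes had an unadjusted p under 0.05, against 10.8% of all genes. The upper 95% limit of 18.3% argues against another counting of most pseudogenes. It lies above the share of all genes, so another counting of a smaller part of them stays open. A strain variant at Tdg carried by the single cKO mice could also move reads, and with a mean share of 18.8% on Tdg in these libraries the 2 cannot be told apart without reads. A biological explanation by the Tet knockouts was not tested.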

How the results depend on the processing

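The results were recomputed with 1 choice changed at a time. Apart from unscaled RPKM, quantile normalization, pseudocounts of 0.1 and 1 in the VitC femurs, the skeletal muscle covariate, the GENCODE annotation and the clusters chosen in the lists without VitC, which were chosen after seeing the data, the alternatives were set before the data were examined. Of 910 values under these alternatives, 802 kept their call, stayed within 1.5 times for numbers of genes or moved by less than the spread, 25 became weaker, 15 stronger, 54 moved and 14 changed direction. With 1 library left out, 448 of 543 values stayed, 57 became weaker, 10 stronger, 2 moved and 26 changed direction. DESeq2 and thinning of counts could not be run on RPKM values. Causes were not tested unless a sentence names a test.

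The number of genes changed VitC+/- vs VitC+ was 877 with unscaled RPKM, which moves the median of all genes by 0.13 here and by 0.12 in WT against VitC+, and 1072 with the level of skeletal muscle genes as a covariate. The number of genes changed WT vs VitC+ went from 0 to 17 with upper-quartile scaling, 8 with only the 6 libraries compared, 5 with a pseudocount of 0.1 and 780 with the replicate number as a paired factor (replicate block), though the replicate numbers are not known to pair the mice. The replicate block gave 0 genes in Tet1 cKO and 0 in Tet2 cKO against Ctrl. Quantile normalization gave 1 and 1, edgeR on recovered reads 0 and 1, and DESeq2 15 and 15. DESeq2 also gave 14 genes in Tet1/2 cKO and 41 in the interaction. With only the 6 libraries compared, 0 genes passed in Tet2 cKO.

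Under fry, the adipocyte list of VitC+/- against VitC+ kept its median of 1.01 with a limma adjusted p of 0.170, and the osteoblast list of Tet1/2 cKO its median of -1.08 with 0.417. Quantile normalization turned the osteoblast median of VitC+/- against WT from -0.0599 to 0.00344. The gap on the first principal component between the means of VitC+/- and VitC+ libraries went from 57.0 to 68.1 with a pseudocount of 0.1. The correlation across genes of VitC and Tet effects was 0.00517 over genes past the threshold in VitC+/- against VitC+.

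Some genes with small changes switched direction. In VitC+/- against VitC+, Kdm4c was 0.00173 without a filter on low values and 0.11 unscaled, and Jhdm1d was -0.0146 with quantile normalization. In Tet1/2 cKO against Ctrl, Mepe was -0.0335 with DESeq2, -0.0396 with edgeR and -0.47 with the muscle covariate. Tet2 was -0.0459 with quantile normalization, and Tet3 was -0.0554 with it and -0.0279 with the muscle covariate.

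With peaks of a -log10 q of at least 5, the ratio of peak numbers was 1.11 for 5hmC in VitC+/- against VitC+ femurs, 0.388 for 5hmC in Tet1/2 cKO against Ctrl femurs, 0.952 for 5hmC in VitC+ against VitC- MC3T3-E1 cells, 0.579 for H3K27me3 and 1.77 for H3K9me3. The ratio of covered lengths was 1.01 for 5hmC in VitC+/- against VitC+ femurs, 0.358 for 5hmC in Tet1/2 cKO against Ctrl femurs, 1.46 for 5hmC in VitC+ against VitC- MC3T3-E1 cells, 0.0103 for H3K27me3 and 2.47 for H3K9me3, and the shared percent was 71.4% for 5hmC in VitC+/- against VitC+ femurs, 98.1% for 5hmC in Tet1/2 cKO against Ctrl femurs, 32.7% for 5hmC in VitC+ against VitC- MC3T3-E1 cells, 34.2% for H3K27me3 and 47.1% for H3K9me3. The ratios of both histone marks changed direction for peak numbers, and that of H3K9me3 also for length. With the same number of best peaks from each list, the ratio of covered lengths was 0.946 for 5hmC in VitC+/- against VitC+ femurs, 0.581 for 5hmC in Tet1/2 cKO against Ctrl femurs, 1.43 for 5hmC in VitC+ against VitC- MC3T3-E1 cells and 0.743 for H3K9me3, and the shared percent was 76.3% for 5hmC in VitC+/- against VitC+ femurs, 83.4% for 5hmC in Tet1/2 cKO against Ctrl femurs, 33.3% for 5hmC in VitC+ against VitC- MC3T3-E1 cells, 78.4% for H3K27me3 and 62.5% for H3K9me3. With an overlap of at least 50%, the shared percent was 71.5% for 5hmC in VitC+/- against VitC+ femurs, 96.1% for 5hmC in Tet1/2 cKO against Ctrl femurs, 18.8% for 5hmC in VitC+ against VitC- MC3T3-E1 cells, 67.1% for H3K27me3 and 56.6% for H3K9me3.

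Near Bone60 genes, the median log2 ratio of 5hmC in Tet1/2 cKO against Ctrl was -1 with the stricter peaks, -0.26 within 10 kb, -0.88 by covered length, -0.96 by fold times length and, with its sign changed, 0.13 relative to all genes. In VitC+/- against VitC+ it was 0 within 10 kb and -0.56 by fold times length. In MC3T3-E1 cells it was 0.96 by covered length and 1.15 by fold times length, and for H3K27me3 -0.42 and -0.56. The correlation across all genes of 5hmC and expression changes in Tet1/2 cKO was -0.0753 by covered length and -0.0873 by fold times length.

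Distal shares were 41.0% for VitC+ 5hmC, 59.5% for VitC- 5hmC, 61.4% for VitC+ H3K27me3, 63.8% for VitC- H3K27me3, 72.7% for VitC+ H3K9me3 and 69.5% for VitC- H3K9me3 at any distance outside genes, and 26.9% for VitC+ 5hmC, 45.3% for VitC- 5hmC, 43.7% for VitC+ H3K27me3, 46.3% for VitC- H3K27me3, 56.7% for VitC+ H3K9me3 and 53.4% for VitC- H3K9me3 with GENCODE genes. Clusters chosen in the lists without VitC had a median log2 ratio of the list without VitC to the list with VitC of -0.19 in femurs and -0.89 in MC3T3-E1 cells.

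Across the 6 fits that each left out 1 library, the number of genes changed VitC+/- vs VitC+ went from 489 to 1313, with 489 without VitC+/- replicate 1, 496 without VitC+ replicate 2, 562 without VitC+ replicate 3 and 713 without VitC+ replicate 1. The number of genes changed VitC+/- vs WT went from 2292 to 4043, with 2292 without WT replicate 3 and 2375 without VitC+/- replicate 1. In WT against VitC+ it went from 0 to 665, the highest without WT replicate 1. In Tet1 cKO it went from 0 to 4, the highest without Tet1 cKO replicate 2, and in Tet2 cKO from 0 to 4, the highest without Tet2 cKO replicate 3. The interaction went from 2 to 6, the highest without Tet1 cKO replicate 2. The Bone60 median went from -0.35 to 0.59 in Tet2 cKO, the highest without Tet2 cKO replicate 2, and from -1.78 to -0.67 in the interaction, the lowest without the same library.

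The osteoblast median of VitC+/- against WT went from -0.59 to 0.32, with 0.32 without VitC+/- replicate 2 and 0.21 without WT replicate 1. In VitC+/- against VitC+, the skeletal muscle median went from -2.47 to 0.43, the highest without VitC+ replicate 2, the chondrocyte median from -2.59 to -0.0738, nearest to 0 without VitC+ replicate 3, and the adipocyte median from 0.36 to 1.38, the lowest without VitC+/- replicate 2. Genes that switched direction were Bmp2 (from -0.45 to 0.13), Wnt4 (from -0.14 to 0.49), Ibsp (from -0.20 to 0.76), Kdm4c (from -0.10 to 0.0336) and Jhdm1d (from -0.0876 to 0.13). In Tet1/2 cKO against Ctrl they were Mepe (from -0.59 to 0.48), Bmp8b (from -1.997 to 0.60), Kdm4a (from -0.21 to 0.0931), Kdm6b (from -0.11 to 0.37), Tet2 (from -0.16 to 0.18) and Tet3 (from -0.0504 to 0.17).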

Differences from the paper's values

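Between VitC+/- and WT, 1978 genes were lower here against the paper's 900, and 1923 were higher against the paper's 745. Of the alternatives set before the data were examined, leaving out VitC+/- replicate 1 (1233 lower) or WT replicate 3 (1169 lower) brought the lower genes within 1.5 times the paper's number. The other fits with 1 library left out, upper-quartile scaling, no filter, the replicate block and only the 6 libraries compared did not, and none of these alternatives did so for the higher genes, where the nearest was 1123 without WT replicate 3. For the number of genes changed VitC+/- vs WT, of the settings chosen after seeing the values, only unscaled RPKM brought the lower genes to 1151, within the same range, and the higher genes to 1561, outside it.

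Between WT and VitC+, 0 genes were lower in WT and 0 higher here, against the paper's 10 and 15. At an unadjusted p under 0.05 there were 2714 genes. With only the 6 libraries compared, 8 genes were lower, within 1.5 times the paper's number, and 0 higher. Upper-quartile scaling gave 17 lower and 0 higher, the replicate block 611 and 169, and leaving out WT replicate 1 594 and 71. None of the alternatives set before the data were examined brought the higher genes near the paper's number.

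Among the genes that the source data list as different between WT and VitC+ is Gulo, higher in WT. Here Gulo was below the filter, with a mean scaled RPKM of 0.327 ± 0.288 (SD, n = 3) in the libraries labelled WT and 0.101 ± 0.122 (SD, n = 3) in those labelled VitC+. The paper reports strongly lower expression of bone-specific genes in Tet1/2 double knockouts. In the libraries labelled Tet1/2 cKO, 54 of 59 Bone60 genes were lower, the same direction, and 0 passed the threshold, with 14 at an unadjusted p under 0.05. Around these genes, the number of 5hmC peaks fell less than around all genes in this comparison, with a median log2 ratio of -0.58 against -0.72. By covered length the medians were -0.88 against -0.94, and within 10 kb -0.26 against -0.42. With peaks of a -log10 q of at least 5, both medians were -1, so the smaller fall depends on the setting.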

Other observations

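The limma tests between groups, the fits without 1 library and the splits of the erythroid, megakaryocyte, chondrocyte and dioxygenase lists had been planned, and the other tests in this part were chosen only after the result was seen.

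Bone60 and osteoblast genes fell in VitC+/- against VitC+ femurs. In 1 of the 10 splits of the 6 samples as many genes were past the threshold, the real split, and the same holds for the Bone60 median (1 of the 10 splits) and the osteoblast list (1 of the 10 splits). The smallest share that these splits can give is 10%. Without VitC+/- replicate 1, 489 genes were past the threshold. Over 3 other scalings, the osteoblast median nearest to 0 was -1.74, which argues against the scaling. An equal loss of all bone-forming cells would lower all osteoblast genes alike, but 12 of the 24 genes lay farther than 2 standard errors from the median of the list, between -7.54 and 1.26. This argues against such a loss as the whole cause, and a partial loss stays open. Bone60 holds 18 of these genes.

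The splits for the other lists of VitC+/- against VitC+ gave a median as large in 1 of the 10 splits for adipocyte genes, 2 of the 10 splits for neutrophil, 2 of the 10 splits for osteoclast, 1 of the 10 splits for megakaryocyte, 1 of the 10 splits for chondrocyte and 1 of the 10 splits for dioxygenase genes. In VitC+/- against WT, 1 of the 10 splits gave as many genes past the threshold. For adipocyte genes, the largest median of another split was 1.01, against 1.01 in the real split. The chondrocyte list has 4 tested genes, and without VitC+ replicate 3 its median was -0.07.

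Bone60 genes were lower in the libraries labelled WT than in those labelled VitC+, with a median of -1.52, and 1 of the 10 splits of the 6 samples gave a median as large. For the osteoblast list this was 1 of the 10 splits. The threshold was passed by 0 genes (2714 at an unadjusted p under 0.05), so 10 of the 10 splits gave as many. Without WT replicate 1, the library with the fewest reads, 665 genes passed. Both groups had VitC. Exchanged labels of WT replicate 3 and VitC+ replicate 1 could change this comparison, since Gulo had an RPKM of 0 in the former and 0.180 in the latter, against 0.522 and 0.486 in the other WT libraries and 0.0352 and 0.0294 in the other VitC+ libraries. The columns of the source data that match these 2 libraries have normalized Gulo counts of 0 and 30.8, and those that match VitC+ replicates 2 and 3 have 4.76 and 3.19. These values, which come from the same libraries, are what an exchange of the 2 labels predicts, so an exchange is a candidate explanation for Gulo. Of 19 genes that the source data list as different between WT and VitC+, WT replicate 3 was nearer to VitC+ replicates 2 and 3 in 18 and VitC+ replicate 1 nearer to WT replicates 1 and 2 in 17, but these genes were chosen by the test of the authors. In correlations between libraries, WT replicate 3 had 0.37 and 0.55 with WT replicates 1 and 2. With VitC+ replicates 2 and 3 it had 0.47 and -0.20. VitC+ replicate 1 had 0.11 and 0.49 with VitC+ replicates 2 and 3. With WT replicates 1 and 2 it had 0.26 and -0.48. The nearest library of each had the same label. However, WT replicates 1 and 2 had 0.004 with each other. VitC+ replicate 2 had 0.47 with WT replicate 3, and 0.11 and 0.26 with VitC+ replicates 1 and 3. Since these correlations do not follow the labels, they cannot decide on an exchange. No library was moved to another group, and no fit with exchanged labels was run. The median scaled RPKM of the osteoblast list was 31.0, 7.05 and 16.6 in WT replicates 1 to 3. In VitC+ replicates 1 to 3 it was 55.2, 43.4 and 66.1. With the labels of WT replicate 3 and VitC+ replicate 1 exchanged, these groups would overlap. The lower level in WT thus rests on these 2 labels, and a difference between the groups is not shown. A biological difference between the strains was not tested.

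The source data of Fig. 1d give values per library under headings of the paper. Over 1650 genes, each column was matched to the library with the highest correlation across genes. Of the 6 columns headed WT or VitC+, 4 matched best a library labelled as the other group. The columns headed VitC+ matched VitC+ 1, WT 2 and WT 1, and those headed WT matched WT 3, VitC+ 2 and VitC+ 3 (group and replicate). Gulo in the source data was 30.8, 53.0 and 76.7 under VitC+ and 0, 4.76 and 3.19 under WT. A weak match of these 6 columns is argued against, as their smallest gap between the best and the second correlation was 0.28. This is consistent with libraries being named differently in the table and under the labels used here. Which naming is right was not tested, and the comparisons of VitC+/- with VitC+ and with WT rest on it, while the 3 VitC+/- columns matched VitC+/- libraries.

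Tet1 and Tet2 were not clearly lower in the libraries labelled as their knockouts. RNA from cells outside the Prrx1 lineage could hide a loss, and Tet2 had a log2 fold change of -0.16 in Tet2 cKO. Mislabelled libraries could also give this, and Tet1 had 0.13 in Tet1/2 cKO. The 2 cannot be told apart from a deletion of single exons that leaves the counts of a gene in place, since counts over whole genes hold no exon. By the methods of the paper, loxP sites flank a single exon of each gene, so unchanged counts alone do not point to mislabelled libraries. The paper also reports a knockdown of TET1 and TET2 protein in Tet1/2 double knockout femurs by western blot, which was not examined here. No biological explanation was tested.

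No gene was past the threshold in Tet1/2 cKO against Ctrl (847 at an unadjusted p under 0.05), so 10 of the 10 splits of the 6 samples gave as many. The Bone60 median was as large in 1 of the 10 splits and the osteoblast median in 1 of the 10 splits. Muscle tissue in some of the femurs could widen the spread, as Myh4 had a normalized count between 134 and 370385 in the 12 libraries. With the level of skeletal muscle genes as a covariate, 0 genes passed, so this test leaves the part of muscle tissue in some of the femurs open. In simulated data with as many libraries and changes of 2 on the log2 scale, limma recovered 148 of 200 changed genes.

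Ctrl femurs had more 5hmC peaks than those labelled Tet1/2 cKO. After thinning to the lower background of the Tet1/2 cKO data, 82.8% of Ctrl peaks stayed, while the Tet1/2 cKO list has 56.5% as many. Depth may account for part of the gap, and with 1 list per group the rest cannot be told apart from other differences between the 2 pools.

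Fewer 5hmC peaks near Bone60 genes in VitC+/- than in VitC+ femurs might follow from fewer peaks near all genes with as many peaks. Of the random lists matched on peak number, 0.025% had a lower median with ties split evenly, which argues against it for peaks within 30 kb. Within 10 kb, the Bone60 median and the typical median of the random lists were both 0. Tied at 0, these medians cannot show whether there is a difference. The mean number of peaks within 10 kb of Bone60 genes was 4.68 in VitC+ and 3.74 in VitC+/-. Near all genes it was 3.13 and 3.05. Clusters chosen in the VitC+ list will by their choice be smaller in the other list. Chosen in the VitC+/- list, femur clusters still covered more in VitC+, with a median log2 ratio of 0.19, and clusters chosen in the VitC- list covered more in VitC+ MC3T3-E1 cells, with 0.89, so the choice of the clusters is not the whole cause. Differences between the pools other than VitC, with 1 list per group, were not tested.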
